# Loss of TET2 and TET3 in regulatory T cells unleashes effector function

**DOI:** 10.1038/s41467-019-09541-y

**Published:** 2019-05-01

**Authors:** Xiaojing Yue, Chan-Wang J. Lio, Daniela Samaniego-Castruita, Xiang Li, Anjana Rao

**Keywords:** Epigenetics in immune cells, Lymphoproliferative disorders, T cells

## Abstract

TET enzymes oxidize 5-methylcytosine to 5-hydroxymethylcytosine and other oxidized methylcytosines in DNA. Here we examine the role of TET proteins in regulatory T (Treg) cells. *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice lacking *Tet2* and *Tet3* in Treg cells develop inflammatory disease, and Treg cells from these mice show altered expression of Treg signature genes and upregulation of genes involved in cell cycle, DNA damage and cancer. In littermate mice with severe inflammation, both CD4^+^Foxp3^+^ and CD4^+^Foxp3^−^ cells show strong skewing towards Tfh/Th17 phenotypes. Wild-type Treg cells in mixed bone marrow chimeras and in *Tet2/3*^*fl/fl*^*Foxp3*^*WT/Cre*^ heterozygous female mice are unable to rescue the aberrant properties of *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ Treg cells. Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice tend to lose Foxp3 expression, and transfer of total CD4^+^ T cells isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice could elicit inflammatory disease in fully immunocompetent mice. Together, these data indicate that *Tet2* and *Tet3* are guardians of Treg cell stability and immune homeostasis.

## Abstract (web summary)

Loss of TET proteins in immune cell populations is known to result in immunopathology. Here the authors show that deficiency of Tet2 and Tet3 proteins, specifically in the CD4^+^ FoxP3^+^ Treg lineage, results in a dominant pathology in which ex-Treg cells and bystander T cells gain aberrant effector function.

## Introduction

Regulatory T (Treg) cells are a distinct lineage of CD4^+^ T lymphocytes that prevent autoimmunity against self-antigens and maintain immune homeostasis^1,2^. The lineage specification, development, and suppressive function of Treg cells are controlled by Foxp3, an X-chromosome-encoded transcription factor that is the most specific marker distinguishing Treg cells from other T helper cell populations^3^. Foxp3-expressing Treg cells have been reported to be stable in both steady state and inflammatory conditions in vivo^4^, but a fraction of Treg cells show unstable Foxp3 expression^5,6^. Fate mapping experiments have shown that many of these Treg cells are “ex-Treg” cells that derive from Foxp3-expressing Treg cells that subsequently lose Foxp3 expression^5^, but some may be conventional T cells that transiently express Foxp3, thus representing a minor population of uncommitted Treg cells^6^. Moreover, Treg-specific genetic ablation of many gene products—including cell surface proteins such as neuropilin1, transcription factors such as NR4A, signaling molecules such as PTEN, and epigenetic regulators such as EZH2—results in instability of Treg Foxp3 expression and/or loss of suppressive function^7–11^.

Epigenetic changes, including histone modifications, DNA methylation and chromatin accessibility, play a critical role in establishing and maintaining the Treg cell lineage^3^. The best studied of these epigenetic changes is DNA demethylation at various Treg-specific demethylated regions (TSDRs), including two “conserved non-coding sequences” (CNS) *CNS1* and *CNS2* within the Foxp3 locus^12,13^. The stability of Foxp3 expression is closely linked to the demethylated status of *CNS1* and *CNS2*^12,13^, while Treg-specific gene expression and optimal Treg function are linked to the DNA methylation status of other relevant TSDRs. Thus, it is important to understand how DNA methylation is regulated at these elements, and how it in turn controls the stability and function of Treg cells.

TET family proteins are Fe(II) and 2-oxoglutarate-dependent dioxygenases that catalyze oxidation of the methyl group of 5-methylcytosine (5mC) in DNA to 5-hydroxymethylcytosine (5hmC) and the further oxidized products 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC)^14–18^. These modified bases are intermediates in DNA demethylation^19–21^. TET proteins and DNA modification exert a pervasive influence on immune/hematopoietic cell development and function. Acute deletion of *Tet2* and *Tet3* in hematopoietic stem cells induced the rapid development of an aggressive and fully-penetrant myeloid leukemia in adult mice^22^. Deletion of *Tet2* and *Tet3* by *Mb1-Cre* in early B cells resulted in developmental blockade at the pro-B to pre-B cell transition due to a defect in immunoglobulin light chain rearrangement^23,24^. Deletion of *Tet2* and *Tet3* in T cells mediated by *CD4-Cre* led to an antigen-driven expansion of invariant NKT (iNKT) cells, which developed rapidly into CD1d-restricted iNKT cell lymphoma^25^. Treg cells in this *Tet2/3*-deficient mouse strain displayed unstable Foxp3 expression, concomitantly with DNA hypermethylation at *CNS1*, *CNS2*, and other TSDRs^12^. Combined deletion of *Tet1* and *Tet2* also resulted in *CNS2* hypermethylation and impaired Treg cell differentiation and function^26^.

Our previous study on the role of TET proteins in Treg cells^12^ was complicated by the iNKT cell expansion occurring in the same mouse strain, in which *Tet* gene deletion was mediated by *CD4-Cre*^12,25^. Here, we used a mouse strain in which *Tet2* and *Tet3* deficiency were targeted specifically to Foxp3-expressing Treg cells using *Foxp3*^*YFP−Cre*^ (*Foxp3*^*Cre*^). *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice develop an inflammatory disease with splenomegaly and leukocyte infiltration into lung, and CD4^+^Foxp3^+^ Treg cells, CD4^+^Foxp3^−^ and CD8^+^ T cells in these mice display an activated phenotype. *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ Treg cells show dysregulation of Treg signature genes and genes related to cell cycle, DNA damage and cancer compared to WT Treg cells. Perplexingly, a very similar inflammatory disease develops in *Tet2/3*^*fl/fl*^*Foxp3*^*WT/Cre*^ heterozygous female mice and in mixed bone marrow chimeras in which lethally irradiated mice were reconstituted with a 1:1 mixture of wild-type and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ bone marrow cells, indicating that wild-type Treg cells was not sufficient to rescue the inflammatory phenotype observed in *Tet2/3 DKO* mice. Fate-mapping experiments showed that Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice are more prone to lose Foxp3 expression and become “ex-Treg” cells. Furthermore, transfer of total CD4^+^ T cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice, which contained these ex-Treg cells, elicits inflammatory disease in immunocompetent mice. Thus, TET deficiency in Treg cells resulted in a dominant inflammatory disease, in which the inflammatory phenotype was driven, at least in part, by ex-Treg cells that acquired effector function. Our data emphasize that TET proteins are essential for maintenance of Treg cell stability and immune homeostasis in mice.

## Results

### *Tet2/3*-deficiency in Treg cells leads to T cell activation

To investigate the role of TET proteins in Treg cells, we crossed mice carrying *LoxP*-flanked *Tet2* and *Tet3* alleles (*Tet2/3*^*fl/fl*^) with *Foxp3*^*YFP-Cre*^ (*Foxp3*^*Cre*^) mice in which YFP-Cre fusion protein is knocked into the 3’ UTR of the *Foxp3* gene^27^, to generate mice with Treg-specific deletion of *Tet2* and *Tet3* (*Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice). *Tet2* and *Tet3* mRNAs were specifically deleted in CD4^+^YFP^+^ Treg cells but not in CD4^+^YFP^-^ conventional T cells (Supplementary Fig. 1a). Mice lacking *Tet2* and *Tet3* in Treg cells did not survive past 8–22 weeks of age (Fig. 1a), although a fraction of male mice survived slightly longer than female mice (Supplementary Fig. 1b). *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice displayed splenomegaly and lymphadenopathy, primarily of mesenteric lymph nodes (mLNs, Supplementary Fig. 1c), as evidenced by an increased cellularity (Fig. 1b). The slight increase in cellularity observed in peripheral lymph nodes (pLNs) did not reach statistical significance (Fig. 1b). Histological analysis revealed disrupted splenic architecture in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice with expansion of the white pulp areas, accompanied by leukocyte infiltration into the lung (Supplementary Fig. 1d). Examination of peripheral blood showed an increase in neutrophils and a decrease in lymphocytes, which were within the normal range; and the concentration of red blood cells appeared normal (Supplementary Table 1). *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice had significantly higher titers of anti-dsDNA antibodies in the serum compared to WT mice (Supplementary Fig. 2a), suggesting altered self-tolerance. In addition, the titer of serum IgG2b isotype was significantly higher in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice than in WT mice, and there was a tendency towards increased titers of serum IgG1, IgG2a, IgG3, and IgM, which correlated with the severity of disease development in the mice. In contrast, the titer of serum IgA appeared slightly decreased in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice compared to WT mice (Supplementary Fig. 2b).

**Fig. 1:**
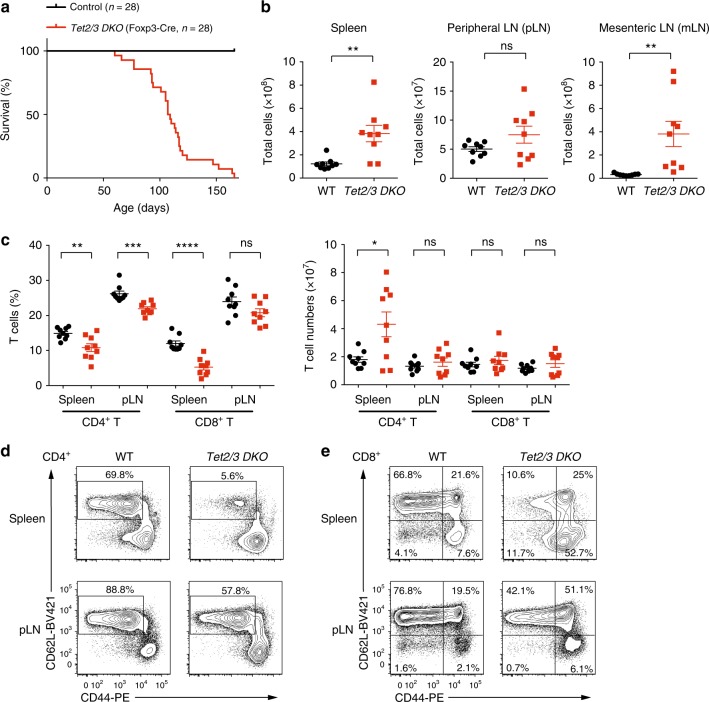
Phenotypic analysis of mice with Treg-specific deletion of *Tet2* and *Tet3*. **a** Survival curves for control WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (*n* = 28). **b** Total cell numbers in spleen, peripheral lymph nodes (pLN) and mesenteric lymph nodes (mLN) of WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (13-16 weeks old, *n* = 9). **c** Percentages (*left panel*) and cell numbers (*right panel*) of CD4^+^ and CD8^+^ T cells in the spleen and pLN from WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (13–16 weeks-old, *n* = 9). **d** Representative flow cytometry analysis of CD62L and CD44 expression in CD4^+^Foxp3^-^ T cells from spleen (*upper panels*) and pLN (*lower panels*). **e** Representative flow cytometry analysis of CD62L and CD44 expression in CD8^+^ T cells from spleen (*upper panels*) and pLN (*lower panels*). Statistical analysis was performed using two-tailed unpaired student’s *t* test (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Error bars show mean ± s.d. from at least three independent experiments

*Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice displayed a significant reduction in the percentages of CD4^+^ and CD8^+^ T cells in spleen and pLNs (Fig. 1c, *left panel*, Supplementary Fig. 3a), but the numbers of CD4^+^ and CD8^+^ T cells were roughly maintained except for an increase in CD4^+^ T cell numbers in the spleen (Fig. 1c, *right panel*). The percentage of CD62L^hi^CD44^lo^ naïve cells was dramatically decreased in both CD4^+^ and CD8^+^ T cell populations, indicating that the majority of the T cells were activated or became memory cells (Fig. 1d, e and Supplementary Fig. 3b). We also observed a reduction in the percentage of B cells and an increase in the percentage of CD11b^+^Gr1^+^ myeloid cells (Supplementary Fig. 4).

### Dysregulated cell surface phenotype of *Tet2/3 DKO* Treg cells

We next examined the phenotypic features of *Tet2/3*-deficient Treg cells. The frequency of Foxp3^+^ Treg cells (as a percentage of total CD4^+^ T cells) was increased in spleen, as well as in peripheral and mesenteric lymph nodes of *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice relative to that of WT mice (Fig. 2a, b). Despite the increase in frequency, *Tet2/3 DKO* Treg cells had lower expression levels of CD25 (IL-2 receptor α chain), a signature surface cytokine receptor of Treg and activated T cells; they also displayed a significant decrease in the expression of neuropilin-1 (Nrp1), an important mediator of Treg homeostasis and function^28^, in both spleen and pLNs (Fig. 2c). Flow cytometric analysis revealed varying degrees of increased expression and/or an increased proportion of cells expressing the transcription factor Helios (Ikzf2) and the surface proteins ICOS, CD103, GITR, CTLA-4, and PD-1 in *Tet2/3 DKO* compared to those in WT Treg cells, especially in the spleen; but similar expression of CD127, IL-7 receptor α chain (Fig. 2d). Both Nrp1 and Helios have been reported to be markers of thymic-derived Treg cells and were used to distinguish thymic-derived Treg cells from peripherally-induced Treg cells;^29–31^ however, the reliability of these markers is still controversial^32,33^. The expression of Nrp1 was downregulated in Treg cells from mLNs in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice compared to that of WT mice, while the expression of Helios was increased (Supplementary Fig. 3c). The chemokine receptor CCR7, which is important for the migration and function of Treg cells^34^, was also significantly downregulated in Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ compared to WT mice (Supplementary Fig. 3d). Moreover, compared to their WT counterparts, Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice showed a decreased proportion of CD62L^hi^CD44^lo^ cells (Fig. 2e) and a higher frequency of CD69^+^ recently activated cells (Fig. 2f), indicating that *Tet2* and *Tet3* deficiency in Treg cells results in an activated phenotype and dysregulated expression of multiple Treg activation and phenotypic molecules. The increased frequency and activation status of Treg cells that we observe in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice is also commonly observed in mice with Treg perturbations, and may reflect a compensatory increase in Treg cell numbers observed under conditions of insufficient overall Treg cell function^8,35^.

**Fig. 2:**
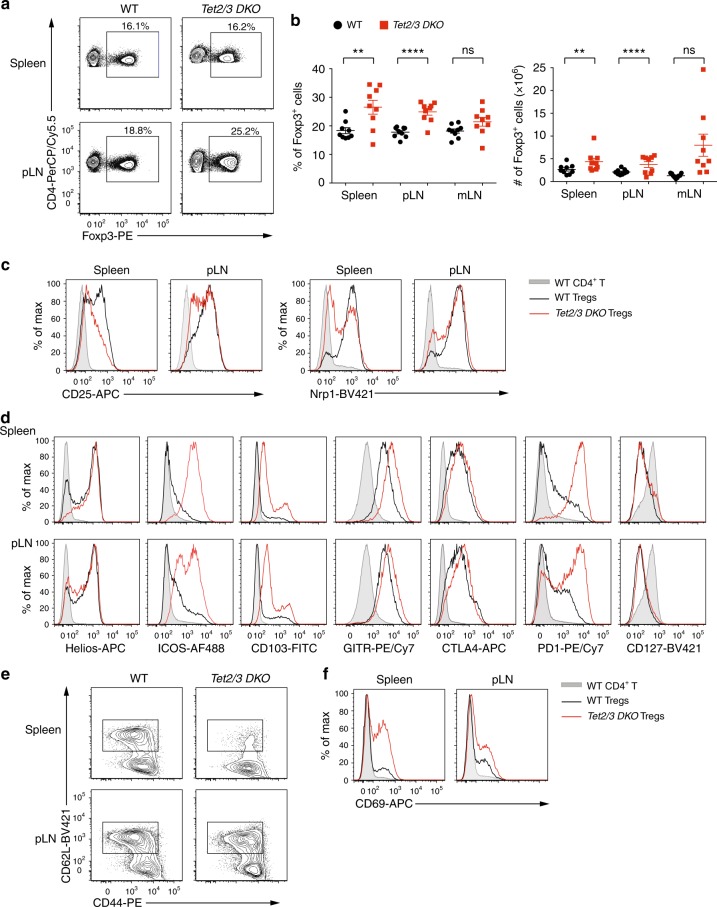
Characterization of *Tet2/3*-deficient Treg cells. **a** Representative flow cytometry analyses of the percentage of Treg cells (% of Foxp3^+^ cells in gated CD4^+^ T cells) in spleen and pLN from WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (13–16 weeks-old). **b** Quantification of the percentages (*left panel*) and cell numbers (*right panel*) of Treg cells in spleen, pLN and mLN from WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (13-16 weeks old, *n* = 9). **c–f** Flow cytometry analysis of *Tet2/3*-deficient Treg cells from spleen and pLN for the expression of CD25 and Nrp1 (**c**); Helios, ICOS, CD103, GITR, CTLA4, PD1 and CD127 (**d**); CD62L versus CD44 (**e**); and CD69 (**f**). Shown are WT CD4^+^ T cells (shaded gray); WT Tregs (black line); DKO Tregs (red line). Statistical analysis was performed using two-tailed unpaired student’s *t* test (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Error bars show mean ± s.d. from at least three independent experiments

### Decreased long term suppression by *Tet2/3 DKO* Treg cells

To investigate the in vivo function of Treg cells isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice, we used a mouse model in which we attempted to correct the *scurfy* phenotype. *Scurfy* mice lack Treg cells due to a natural frame-shift mutation in the *Foxp3* gene that abrogates Foxp3 protein expression^36^. Transfer of peripheral CD4^+^ T cells from *scurfy* male mice into *Rag1*-deficient recipients leads to an expansion of autoreactive *scurfy* CD4^+^ T cells and severe autoimmune inflammation due to a lack of effective Treg cell suppression; both features can be suppressed by co-transfer of congenically marked WT Treg cells^37^. We transferred 5 × 10^5^ *scurfy* CD4^+^ T cells (CD45.1^+^) into *Rag1*-deficient recipient mice together with 1 × 10^5^ Treg cells from CD45.2^+^ mice, either WT *Foxp3*^*Cre*^ or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice (Supplementary Fig. 5a). In this short-term in vivo suppression assay, Treg cells isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice suppressed the expansion of *scurfy* CD4^+^ T cells to almost the same extent as Treg cells isolated from WT mice, as evidenced by decreased expansion of CD45.1^+^ *scurfy* cells measured in spleen and lymph nodes 4–5 weeks after adoptive transfer (percentages, Supplementary Fig. 5b; total cell numbers, Supplementary Fig. 5c). As we previously observed for Treg cells from *Tet2/3*^*fl/fl*^*CD4*^*Cre*^ mice^12^, Treg cells isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice were more likely to lose Foxp3 expression compared to WT control Treg cells (Supplementary Fig. 5b, c).

To examine Treg function over a longer time course, we transferred bone marrow cells from *scurfy* mice into sublethally irradiated *Rag1*^*-/-*^ recipient mice, alone or together with bone marrow cells from WT or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice (Supplementary Fig. 5d, e). As expected^38^, recipient mice receiving *scurfy* bone marrow cells alone started to lose weight at 4 weeks and succumbed 6–7 weeks after transfer. Co-transfer of WT bone marrow cells suppressed *scurfy* cell expansion and protected the recipient mice from death, whereas co-transfer of *Tet2/3 DKO* bone marrow cells failed to protect the recipient mice, which lost weight after 9 weeks and died at 11–13 weeks after transfer (Supplementary Fig. 5d, e). Together, these data indicate that *Tet2/3*-deficient Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice have normal in vivo suppressive function in the short-term that is not sustained in the long-term.

### Moderate hypermethylation of *CNS2* in *Tet2/3 DKO* Treg cells

The expression of *Foxp3* during Treg cell differentiation is regulated by three conserved noncoding sequence (CNS) elements located in the first intron of the *Foxp3* gene^39^. Among these, *CNS1* and *CNS2* have been shown to control the stability of Foxp3 expression in a manner linked to the DNA modification status of these elements^12,13^. Given that TET proteins catalyze the process of loss of 5mC at *CNS1* and *CNS2* during Treg development in vivo^12^, we examined the DNA modification status at *Foxp3 CNS1* and *CNS2* in CD4^+^CD25^+^YFP^+^ peripheral Treg cells isolated from male WT or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice using bisulfite-sequencing (BS-seq) (Supplementary Fig. 6a). The results clearly show impaired DNA demethylation (assessed as loss of 5mC) in *Foxp3 CNS1* and *CNS2* in Treg cells isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice; however, this impairment was less pronounce (i.e., 5mC + 5hmC levels assessed by BS-seq were lower) than we had previously observed in Treg cells isolated from *Tet2/3*^*fl/fl*^*CD4*^*Cre*^ mice (Fig. 3a, b). This result is likely to reflect the chronological order of CD4^Cre^ versus Foxp3^Cre^ expression: CD4^Cre^ mediates *Tet2* and *Tet3* deletion at an earlier developmental stage compared to Foxp3^Cre^. Consistent with this difference, CpG sites #6 and #9-11 in the *CNS2* region, which have already initiated the process of loss of 5mC at the Foxp3^+^CD25^−^ precursor stage^12^, were efficiently demethylated in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ Treg cells. We also examined several other regulatory regions that show Treg-specific hypomethylation: *Il2ra* intron1a, *Tnfrsf18* exon5, *Ikzf4* intron1b, and *Ctla4* exon2^40^. The DNA modification status at *Il2ra* intron1a, *Tnfrsf18* exon5 and *Ikzf4* intron1b showed similar pattern compare to that of *Foxp3 CNS1* and *CNS2* regions: DNA demethylation was impaired in Treg cells isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice, but to a lesser extent, compare to that in Treg cells isolated from *Tet2/3*^*fl/fl*^*CD4*^*Cre*^ mice (Fig. 3c–e). However, at *Ctla4* exon2, the levels of impairment in DNA demethylation were similar regardless of whether Treg cells were isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice or *Tet2/3*^*fl/fl*^*CD4*^*Cre*^ mice (Fig. 3f).

**Fig. 3:**
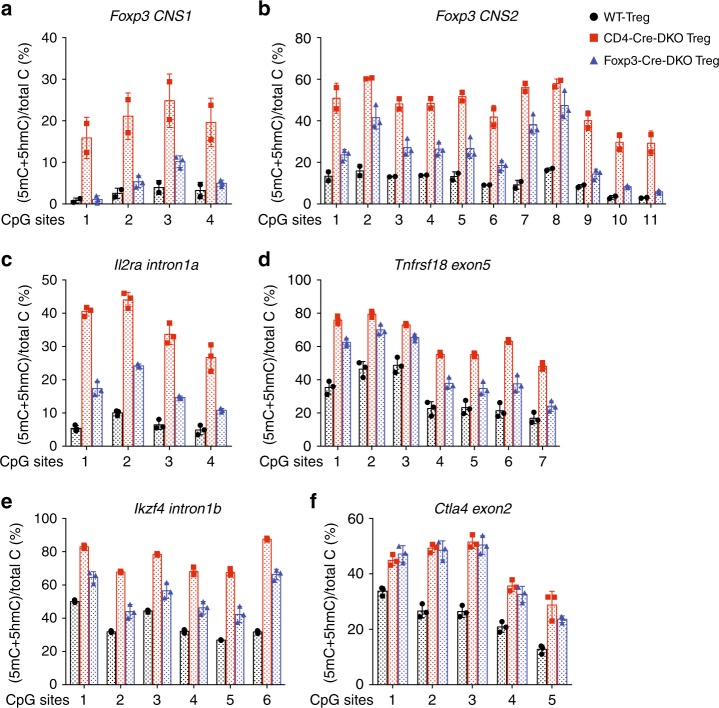
DNA methylation status of TSDRs in WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* Treg cells. **a–f** DNA methylation status of TSDRs (Treg-specific demethylated regions). Graphs depict the percentage of 5mC + 5hmC determined by BS-seq in peripheral Tregs in: (**a**) 4 CpGs in *Foxp3 CNS1*, and (**b**) 11 CpGs in *Foxp3 CNS2*, (**c**) 4 CpGs in *Il2ra intron 1a*, (**d**) 7 CpGs in *Tnfrsf18 exon 5*, (**e**) 6 CpGs in *Ikzf4 intron 1b* and (**f**) 5 CpGs in *Ctla4 exon 2*. Error bars show mean ± s.d. of thousands of sequencing reads from two independent experiments. Wild type (WT) Treg cells (8–10 weeks-old) are shown in black, CD4^Cre^ mediated *Tet2/3 DKO* Treg cells (3–4 weeks-old) are shown in red^12^ and *Foxp3*^*Cre*^ mediated *Tet2/3* DKO Treg cells (8–10 weeks-old) are shown in blue

### Altered gene expression patterns in *Tet2/3 DKO* Treg cells

To further investigate the molecular mechanisms by which TET proteins control Treg cell identity and function, we compared the transcriptional profiles of CD4^+^YFP^+^ Treg cells sorted from 14-weeks-old *Foxp3*^*Cre*^ WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (2 biological replicates each, isolated from pooled spleen and pLNs) (Supplementary Fig. 6b). 

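The experiment covered 8 sorted samples of pooled spleen and pLNs, 2 biological replicates in each of 4 groups: Treg cells and CD4+Foxp3- T cells, the latter sorted as CD4+YFP- cells, each from WT and from DKO mice. The authors made strand-specific mRNA libraries, read them from a single end, aligned the reads to the mouse genome mm9 with TopHat2 set to keep at most 1 alignment per read, and counted them on RefSeq genes with featureCounts. Values of genes with near-identical copies are uncertain, since a read can be placed on either copy. The deposited tables list genes by symbol and hold the reads counted on each gene, without normalization, and TPM, which the authors calculated in a way that the paper does not state. The WT Treg libraries held 13525932 and 15008292 counted reads, and the DKO Treg libraries 15253141 and 14166066. The CD4+Foxp3- libraries held 13925464 and 13651618 counted reads in WT and 14163711 and 14258836 in DKO. At these depths, 3 counts, the limit set for genes without reads, corresponded to between 0.172 and 0.241 CPM (counts scaled to the library total after TMM normalization), a limit that covers counting error only. Of the 16740 genes of the table, the 16357 with at least 1 count in total were normalized with edgeR's TMM method and tested with its quasi-likelihood test, with the 4 groups in one fit. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. Levels of single genes are CPM after TMM normalization. The common biological coefficient of variation was 21.6%. On simulated counts of 15813 genes with this design, of which 200 were changed, 255 genes were called and 93 of these had not been changed. With a spread that follows the trend of dispersion with expression, 141 of 15789 genes were called and 5 of these had not been changed. The share of false calls from 2 replicates thus depends on the spread of single genes. Both simulations gave a gene the same spread in all 4 groups. The 2 deleted genes are *Tet2* (chromosome 3 of NCBIM37, the assembly of mm9, 133126643 to 133207354) and *Tet3* (chromosome 6, 83312367 to 83391672). *Tet2* was at 2.08 and 1.11 CPM in the WT Treg libraries and at 8.01 and 2.05 CPM in those labelled DKO, and *Tet3* at 31.0 and 30.6 CPM in WT and 61.0 and 38.1 CPM in DKO. These counts include exons outside the deletions, so they do not check the genotype, which was taken from the labels.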

We isolated RNA from two *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* littermates with the assumption that these mice would have comparable phenotypes. However, when sacrificed, one of these mice (labeled with an asterisk: DKO*) clearly showed more severe splenomegaly than its littermate (DKO). This difference was obvious in principal component analysis (PCA) of the RNA-seq data: the biological replicates of WT cells, whether Treg or CD4^+^Foxp3^–^ cells, clustered closely together, while those from Treg and CD4^+^Foxp3^–^ cells obtained from the two 14-weeks-old *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ littermates were not as closely aligned (Supplementary Fig. 7a). 

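Principal components were computed from the log2 CPM (edgeR, prior count 2) of the 500 genes that varied most over the 8 libraries. PC1 held 45.8% and PC2 40.5% of the variance of these genes. Over the same genes, the Euclidean distance between the WT Treg replicates was 14.8 and that between the DKO Treg replicates 27.5, a ratio of 1.86. In CD4+Foxp3- cells the distance was 17.7 between the WT replicates and 55.9 between the DKO replicates, a ratio of 3.16. DKO Treg replicate 1 lay at a mean distance of 60.1 from the WT Treg replicates and DKO Treg replicate 2 at 45.9, which are 4.06 and 3.10 times the distance between the WT pair. For CD4+Foxp3- cells, DKO replicate 1 lay at 78.8 from the WT replicates and DKO replicate 2 at 38.3, or 4.45 and 2.17 times the distance between the WT pair. DKO replicates are named by number because the labels used here carry no asterisk. Each group has 1 pair of libraries, so these distances were not tested. With all genes in place of the 500 most variable, the ratios of replicates 1 and 2 moved most, to 2.46 and 1.74 in Treg cells and to 2.53 and 1.37 in CD4+Foxp3- cells. Replicate 1 was the one farther from WT in both cell types, with all genes, with log2(TPM + 1) and with a prior count of 0.5 alike. The deviation of a library from its group's mean correlated with gene length, with r of 0.534 in DKO Treg replicate 1 and -0.534 in replicate 2. It was 0.251 and -0.251 in WT Treg cells, and 0.0626 and -0.0626 in DKO CD4+Foxp3- cells. No distance was computed after a correction for gene length, so part of the distance in Treg cells may follow this trend.

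**Figure D1:**
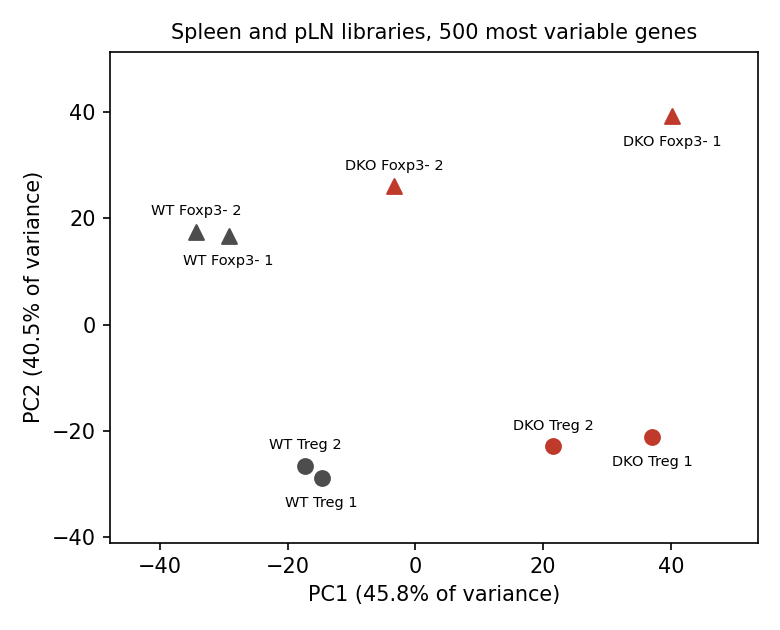
Position of the 8 spleen and pLN libraries on PC1 and PC2 (units of log2 CPM), with circles for Treg cells, triangles for Foxp3- cells, gray for WT and red for DKO. On PC1, the DKO Treg replicates lie at 37.1 and 21.6 and the DKO Foxp3- replicates at 40.1 and -3.28, while each WT pair lies close together.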

As expected, both Treg and CD4^+^Foxp3^–^ T cells from the *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mouse with less severe splenomegaly more closely resembled the corresponding WT cells, whereas cells from the mouse with more severe splenomegaly were less similar to WT (Supplementary Fig. 7a). Nevertheless, scatter plots of the data showed reasonably good correlation between the two replicates from *Tet2/3 DKO* Treg and CD4^+^Foxp3^–^ T cells (0. 92 and 0.90, respectively), although the correlation between the WT replicates was stronger (0.94 and 0.93, respectively) (Supplementary Fig. 7b, c). 

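Over all 16740 genes of the table, Pearson's r of log2(TPM + 1) between the 2 replicates was 0.998 for WT Treg cells and 0.988 for DKO Treg cells. For CD4+Foxp3- cells it was 0.997 in WT and 0.977 in DKO. These are correlations across genes, which are not independent replicates, and each comes from a single pair of libraries. With only the genes at a mean of at least 1 TPM, r was 0.977 for DKO Treg and 0.955 for DKO CD4+Foxp3- cells, the largest shift among the settings tried, against 0.996 and 0.995 for the WT pairs. Spearman's rho was 0.984 and 0.979 for WT and DKO Treg cells, and 0.983 and 0.968 for WT and DKO CD4+Foxp3- cells. Without a log, r of TPM was 0.999 and 0.989 in Treg cells and 0.999 and 0.984 in CD4+Foxp3- cells. The WT pair had the higher correlation in both cell types under each of these settings, and also with log2(CPM + 1) and with a pseudocount of 0.1.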

Based on these data, we averaged the two DKO replicates for subsequent analyses.

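In Treg cells from pooled spleen and pLNs, 285 of the 16357 genes tested differed between DKO and WT at an adjusted p of at most 0.05 and a fold change of at least 1.5, with 186 upregulated and 99 downregulated (65.3% upregulated). At an unadjusted p under 0.05 there were 3345 genes. The number of calls moved with the model. With only the 11671 genes that edgeR's filterByExpr keeps, it was 24, with 13 upregulated and 11 downregulated (54.2% upregulated). DESeq2's Wald test called 663 genes (447 up, 216 down) with the 4 groups in the model, and 987 (668 up, 319 down) with only the 2 Treg groups, while edgeR with only the 2 Treg groups called 1256 (864 up, 392 down). Of the 285 genes, 282 were among the 663, 277 among the 987 and 285 among the 1256. On simulated counts with the dispersion of each gene, 130 of 295 calls by edgeR with 2 groups were of unchanged genes. It was 49 of 204 by DESeq2 with 4 groups and 93 of 255 by the test used here. The simulation gave a gene the same spread in all 4 groups. In the real libraries the DKO replicates lay farther apart than the WT replicates, so these shares may not hold for them. With a robust prior in edgeR, a setting added after simulated counts gave false calls, 114 genes were called (64 up, 50 down), and 114 of these were among the 285. When 1 of the 4 Treg libraries was left out, 278 (without DKO replicate 1) to 285 of the genes were still changed at least 1.5-fold in the same direction, which is largely given in advance, since they were chosen on these libraries. Among the called genes with a mean of at least 10 CPM in the higher group and no overlap between the replicates of the groups, *Sdc2* and *Spon1* rose most. *Sdc2* (chromosome 15, 32850478 to 32964485) had no reads in WT Treg cells and 31.5 CPM in both DKO replicates, at least 143-fold higher. *Spon1* (chromosome 7, 120909512 to 121186884) had no reads in WT and 28.0 and 10.4 CPM in DKO, at least 87.5-fold higher. Over the alternatives, edgeR and DESeq2 gave *Sdc2* adjusted p values from 1.17e-11 to 0.201 and *Spon1* values from 1.63e-09 to 0.0736. *Fbn2* followed with a log2 fold change of 5.61 (standard error 0.88, adjusted p = 0.0109). The largest decreases were in *Sostdc1*, with a log2 fold change of -5.18 (standard error 0.95, adjusted p = 0.0221), in *Il1rl1*, and in *Ptpn5*, with -3.59 (standard error 0.76, adjusted p = 0.0396). Over the alternatives, the adjusted p reached 0.156 for *Fbn2*, 0.206 for *Sostdc1* and 0.214 for *Ptpn5*.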

Based on a cut-off of FDR (false discovery rate) ≤ 0.05 and a fold change ≥ 1.5, 1565 genes were differentially expressed, with 1156 genes being upregulated and 409 genes being downregulated in *Tet2/3 DKO* Treg cells compared to WT Treg cells (Fig. 4a). Seventy-six Treg signature genes were differentially expressed (Supplementary Data 1) and a selected subset (*Foxp3*, *Nrp1*, *Il1rl1*, *Prg4*, *Dnahc7b*, and *Klrg1*) are pointed out in the mean average (MA) plot (Fig. 4a). 

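*Foxp3* (chromosome X, 7156802 to 7172369) was at 159 ± 8.7 CPM (SD, n = 2) in WT Treg cells and at 327 ± 130 CPM (SD, n = 2) in DKO Treg cells, with 419 CPM in DKO replicate 1 and 235 CPM in replicate 2. Its log2 fold change of 1.04 (standard error 0.25) had an adjusted p = 0.0607 in edgeR's quasi-likelihood test, above the threshold, and 0.56 remained of it without DKO replicate 1. It was called by DESeq2 in both models and by edgeR with only the 2 Treg groups, and adjusted p values ranged from 0.00367 to 0.149 over the alternatives. The other 5 genes fell in DKO Treg cells. *Nrp1* (chromosome 8, 130882973 to 131029362) went from 423 ± 77.7 to 179 ± 31.5 CPM (SD, n = 2 each), a log2 fold change of -1.24 (standard error 0.27, adjusted p = 0.0424), and was called in 5 of 10 alternatives. *Il1rl1*, the gene of ST2 (chromosome 1, 40486415 to 40522260), went from 102 ± 12.4 to 6.23 ± 0.50 CPM (SD, n = 2 each), with -4.03 (standard error 0.27, adjusted p = 7.5e-05). *Prg4* had a log2 fold change of -2.47 (standard error 0.32, adjusted p = 0.0031), *Dnahc7b* one of -3.37 (standard error 0.54, adjusted p = 0.0127) and *Klrg1* one of -2.17 (standard error 0.31, adjusted p = 0.00645). *Il1rl1* and *Prg4* were called in 10 of 10 alternatives, *Dnahc7b* in 9 and *Klrg1* in 8. For each of these 5 genes, both DKO replicates were below both WT replicates. All 76 genes of the paper's Supplementary Data 1 for these cells are in the table, and the 76 had the paper's direction, 36 up and 40 down. Of them, 26 were called by edgeR's quasi-likelihood test, 41 by DESeq2 with 4 groups, 57 by DESeq2 with 2 groups and 64 by edgeR with 2 groups. The paper chose these genes on the same libraries, so their shared direction is not independent evidence.

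**Figure D2:**
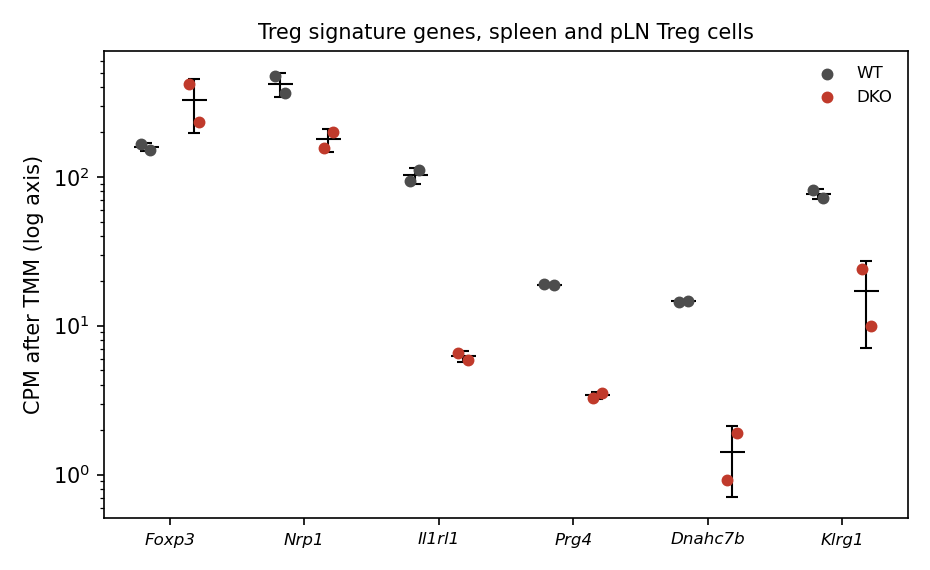
CPM after TMM normalization (log axis) of the 6 genes in spleen and pLN Treg cells, with 1 point per library, a bar at the mean and error bars of 1 SD. *Foxp3* lies higher in DKO, with its replicates at 419 and 235 CPM, and the other genes lie lower.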

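Canonical pathways were assigned in the paper with licensed software, which was not used here, and the values below are of single genes in Treg cells from pooled spleen and pLNs. *Cdkn1a* (chromosome 17, 29227924 to 29237667) went from 3.16 ± 0.43 CPM in WT to 9.74 ± 1.47 CPM in DKO (SD, n = 2 each), a log2 fold change of 1.62 (standard error 0.34, adjusted p = 0.0372). *Hipk2* (chromosome 6, 38644389 to 38826189) went from 8.66 ± 1.12 to 36.2 ± 23.4 CPM (SD, n = 2 each), a log2 fold change of 2.06 (standard error 0.38, adjusted p = 0.0222), with 52.7 CPM in DKO replicate 1 and 19.6 CPM in replicate 2. *Cdkn2a* (2.59), *Brca1* (1.79), *Rad50* (1.42) and *Atm* (0.58) also had positive log2 fold changes, with adjusted p values of 0.0585, 0.0816, 0.116 and 0.102 that did not pass. Without DKO replicate 1, the log2 fold change of *Rad50* was 0.28, and with a correction for gene length that of *Atm* was 0.08. *Brca1* and *Cdkn2a* were called in 4 of 10 alternatives each, *Rad50* and *Atm* in none. The MHC class II genes rose further. *H2-Aa* (chromosome 17, 34406276 to 34424772) went from 4.26 ± 0.27 to 31.4 ± 6.5 CPM (SD, n = 2 each), a log2 fold change of 2.88 (standard error 0.23, adjusted p = 0.000138), and *H2-Ab1* and *H2-Eb1* had log2 fold changes of 2.76 and 2.68. These 3 genes were called in 10 of 10 alternatives. B cells and myeloid cells also express MHC class II genes. *Cd79a*, a B-cell gene, was at 0.892 CPM in WT and 1.06 CPM in DKO. The myeloid genes *Tyrobp*, *Lyz2* and *Csf1r* went from 0.178, 0.390 and 0.0732 CPM to 0.914, 1.85 and 1.93 CPM. Of 18 myeloid genes tested, 15 were higher and 3 lower in DKO, with 2 called up, so other cells are not excluded. Every gene that the paper's Supplementary Data 2 lists in the pathways named here had the paper's direction. The paper chose these genes on the same libraries too, so this is not independent evidence. In "Role of BRCA1 in DNA Damage Response", 1 of 17 listed genes was called here, against 5 and 8 with DESeq2 in 4 and 2 groups. For the "Antigen Presentation Pathway", it was 4 of 12, against 5 and 8, and for "Molecular Mechanisms of Cancer" 6 of 48, against 25 and 27. Of the 12 antigen presentation genes, 5 were higher and 7 lower in DKO, with a median log2 fold change of -0.616. In the BRCA1 pathway 15 were higher and 2 lower, and in the cancer pathway 37 and 11.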

Ingenuity pathway analysis (IPA) of the differentially expressed genes showed that *Tet2/3* deficiency in Treg cells affected three main categories of canonical pathways (Fig. 4b and Supplementary Data 2): genes involved in DNA damage, DNA repair (*Brca1*, *Atm*, *Rad50*), and cell cycle (*Cdkn1a*, *Cdkn2a*, *Hipk2*) (*green bars*); genes implicated in immune cell function such as the antigen presentation pathway (*H2-Aa*, *H2-Ab*, and *H2-Eb1*), Th1 and Th2 activation pathways, etc (*blue bars*); and genes related to molecular mechanisms of cancer (*orange bars*).

**Fig. 4:**
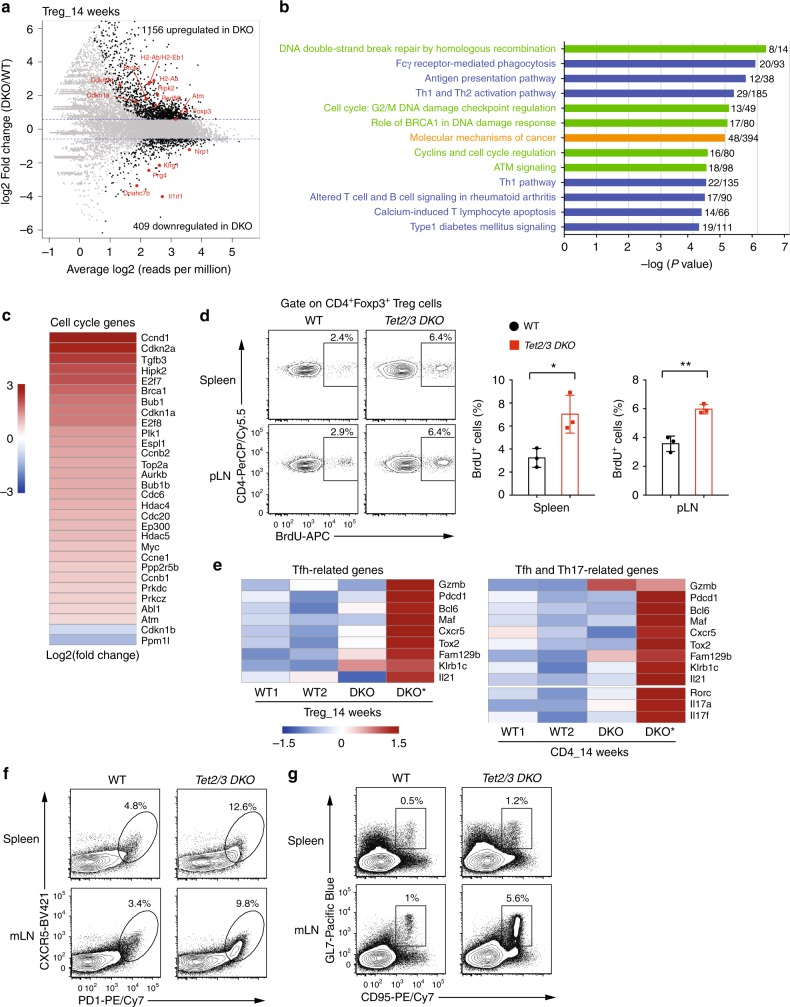
RNA-seq analysis for Treg cells isolated from WT or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice. **a** Mean average (MA) plot of genes differentially expressed in *Tet2/3 DKO* Tregs (14-weeks-old, isolated from pooled spleen and pLNs) relative to their expression in WT Treg cells. **b** IPA analysis of canonical pathways for differentially expressed genes in *Tet2/3 DKO* Treg cells. Green, categories related to DNA repair, DNA damage and cell cycle; blue, categories related to immune cell function; orange, category related to cancer. **c** Heatmap for the expression of selected genes encoding cell cycle regulators with differential expression. The color gradient indicates Log2 Fold Change (DKO/WT). **d** *Left panel*, Representative flow cytometry analysis of BrdU incorporation in CD4^+^Foxp3^+^ Treg cells in spleen and pLN from WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (10 weeks old). The gates show the percentage of cells with BrdU incorporation. *Right panel*, Quantification of the frequency of CD4^+^Foxp3^+^ Treg cells that incorporated BrdU. **e** Heatmaps showing expression (row z score of log2 TPM values) of Tfh-related genes in WT and DKO Tregs (*left panel*) and of Tfh and Th17 related genes for WT and DKO CD4^+^Foxp3^-^ cells (*right panel*). **f**. Flow cytometry analysis of CXCR5^+^PD-1^+^ Tfh cells (gated on CD4^+^TCRβ^+^ T cells) in the spleen and mLN of WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (13–16 weeks-old). **g** Flow cytometry analysis of GL7^+^CD95^+^ germinal center B cells (gated on CD19^+^ B cells) in the spleen and mLN of WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (13–16 weeks old). Statistical analysis was performed using two-tailed unpaired student’s *t* test (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Error bars show mean ± s.d. from two to three independent experiments

A recent study demonstrated that microbial-mediated inflammatory signals were critical for myeloid expansion of *Tet2*-deficient mice^41^. Therefore, we used RNA-seq to examine the transcriptional profiles of CD4^+^YFP^+^ Treg cells sorted from mLNs of 14-week-old WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice (3 biological replicates each) (Supplementary Fig. 6b). 

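For the mLN experiment, 12 libraries were sequenced, 3 biological replicates each of WT and DKO Treg cells and of WT and DKO CD4+Foxp3- (CD4+YFP-) cells, and the authors processed them in the same way into a separate table of counts and one of TPM. Counted reads ranged from 9998478 to 12502221 in WT Treg cells (median 12192825) and from 11127950 to 13100924 in DKO Treg cells (median 11999372). They ranged from 10379495 to 15449158 in WT CD4+Foxp3- cells (median 12462118) and from 11220301 to 14423370 in DKO CD4+Foxp3- cells (median 11912952). The limit of 3 counts corresponded to between 0.203 and 0.299 CPM after TMM normalization. All 16784 genes of this table had at least 1 count in total and were tested with the 4 groups in one fit, at a common biological coefficient of variation of 17.7%. On simulated counts of 16377 genes with 200 changed, 185 were called and 12 of these had not been changed. Tests were made only within a table, and 15363 genes could be paired by symbol between the mLN table and that of spleen and pLNs. *Tet2* was at 10.5 ± 0.25 CPM in WT and 10.6 ± 2.6 CPM in DKO Treg cells (SD, n = 3 each), and *Tet3* at 77.9 ± 8.7 and 63.4 ± 13.2 CPM, over all exons of each gene.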

There was good correlation among the biological replicates (Supplementary Table 2). 

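Over the genes of the mLN table, Pearson's r of log2(TPM + 1) averaged 0.996 over the 3 pairs of WT Treg replicates (SD 0.000457) and 0.989 over the 3 pairs of DKO Treg replicates (SD 0.000924). For CD4+Foxp3- cells the mean was 0.996 in WT (SD 0.000253) and 0.982 in DKO (SD 0.00795). With only the genes at a mean of at least 1 TPM, these means were 0.993 and 0.978 for WT and DKO Treg cells, and 0.994 and 0.964 for WT and DKO CD4+Foxp3- cells, the last being the largest shift in mLN. Pairs share libraries, and genes are not independent replicates, so no test was made.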

Based on a cut-off of FDR (false discovery rate) ≤ 0.05 and a fold change ≥ 1.5, 2073 genes were differentially expressed, with 1449 genes being upregulated and 624 genes being downregulated in *Tet2/3 DKO* Treg cells compared to WT Treg cells (Supplementary Fig. 8a). 

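The quasi-likelihood test called 2001 of 16784 genes between DKO and WT Treg cells from mLN, 1426 upregulated and 575 downregulated (71.3% upregulated). At an unadjusted p under 0.05 there were 5445 genes. Without the fold change minimum, which moved the count most, there were 3249 genes (1857 up, 1392 down). DESeq2's Wald test called 2072 genes (1453 up, 619 down) with the 4 groups in the model, 1898 of them among the 2001, and 2291 with the 2 Treg groups. With any 1 of the 6 Treg libraries left out, between 1325 and 1946 genes were called, the fewest without WT replicate 2. By the rule used for spleen and pLNs, the largest increases were in *Spon1*, *Sh2d1b1* and *Ntng1*, which had no reads in any WT Treg library. *Spon1* was at 59.7, 51.0 and 53.2 CPM in the DKO replicates, at least 208-fold higher than the limit in WT. *Sh2d1b1* was at least 99.2-fold and *Ntng1* at least 59.6-fold higher. The largest decreases were in *Gpld1*, with a log2 fold change of -4.03 (standard error 0.57, adjusted p = 0.000597), in *Epas1* (chromosome 17, 87153247 to 87232750), with -3.80 (standard error 0.29, adjusted p = 1.88e-05), and in *Klrg1*, with -3.59 (standard error 0.38, adjusted p = 0.000123). All 3 DKO replicates were below all 3 WT replicates for each of these genes, and their adjusted p values were at most 0.0011 over the alternatives. Of the 133 genes in the mLN part of the paper's Supplementary Data 1, the 133 had the paper's direction and 113 were called. The paper chose them on the same libraries, so this is not independent evidence.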

A handful of them overlapped with the differentially expressed genes from *Tet2/3 DKO* vs WT Treg cells isolated from pooled spleen and pLNs (Supplementary Fig. 8b). 

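In the 15183 genes tested in both tables, 284 were called in Treg cells from spleen and pLNs and 1959 in Treg cells from mLN. The calls shared 192 genes changed in the same direction, 130 up and 62 down, and 2 genes changed in opposite directions. From the sizes of the sets, 20.7 shared genes of the same direction would arise by chance, so the overlap was 9.26 times as large. A one-sided Fisher's exact test of the calls in both tissues, irrespective of direction, gave p = 3.66e-106, with genes as the units. The shared genes made up 67.6% of the calls in spleen and pLNs. The overlap was 844 genes with edgeR on the 2 Treg groups, where it moved most upward, and 22 with filterByExpr, where it moved most downward. With 1 mLN library left out, it stayed between 165 and 187 genes. Irrespective of the threshold in the other tissue, 274 of the 284 genes (96.5%) had the same direction in mLN and 1853 of the 1959 (94.6%) had the same direction in spleen and pLNs, against 68.9% of all genes. The log2 fold changes of the 2 tissues correlated across all these genes with Pearson's r of 0.555, where genes are not independent replicates. The tables have no libraries in common.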

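In Treg cells from mLN, *Brca1* (chromosome 11, 101350078 to 101413269) went from 8.50 ± 1.00 to 21.7 ± 1.2 CPM (SD, n = 3 each), a log2 fold change of 1.35 (standard error 0.17, adjusted p = 0.000354). *Plk1* went from 9.05 ± 1.74 to 29.4 ± 10.1 CPM (SD, n = 3 each), a log2 fold change of 1.70 (standard error 0.22, adjusted p = 0.000387). *Cdkn1a* and *Hipk2* rose by less, with log2 fold changes of 1.29 and 1.01, and *Cdkn2a* was at least 5.34-fold higher, with WT below the limit of 3 counts. *Atm* (0.06, adjusted p = 0.758) and *Rad50* (0.26, adjusted p = 0.159) did not pass. *H2-Aa* rose from 1.13 ± 0.33 to 21.3 ± 9.0 CPM (SD, n = 3 each), a log2 fold change of 4.23 (standard error 0.39, adjusted p = 6.32e-05), and *H2-Ab1* and *H2-Eb1* had log2 fold changes of 5.05 and 3.65. The B-cell gene *Cd79a* was at 0.709 CPM in WT and 1.56 CPM in DKO. All genes of the paper's Supplementary Data 3 that were found in the table had the paper's direction in each pathway checked. The paper chose these genes on the same libraries, so neither their direction nor the calls below are independent evidence. In "Cell Cycle: G2/M DNA Damage Checkpoint Regulation" 18 of 18 listed genes were called, in "Role of BRCA1 in DNA Damage Response" 19 of the 19 found of 20 listed, in "Th1 and Th2 Activation Pathway" 42 of the 43 found of 44 listed, and in "Molecular Mechanisms of Cancer" 60 of 68. Of the genes found, 16 were higher and 27 lower in DKO in the Th1 and Th2 pathway, with a median log2 fold change of -0.726. It was 18 and 0 in the G2/M pathway, 18 and 1 in the BRCA1 pathway, and 49 and 19 in the cancer pathway. The pathway analysis itself was not run here.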

IPA analysis of the differentially expressed genes indicated that similar canonical pathways were affected, including genes involved in cell cycle, DNA damage, immune cell function, and cancer development (Supplementary Fig. 8c and Supplementary Data 3).

The majority of cell cycle-related genes were upregulated in *Tet2/3 DKO* Treg cells (see heatmap of Fig. 4c and Supplementary Fig. 8d), prompting us to assess the proliferation of *Tet2/3 DKO* Treg cells in vivo. 

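Among the 30 cell cycle genes read from Fig. 4c, 28 were higher and 2 lower in DKO Treg cells from spleen and pLNs, with a median log2 fold change of 1.09. Of these, 3 were called over all genes tested and 30 when adjusted over the list alone, which is not independent evidence, since the paper selected them on these libraries. In mLN Treg cells, 26 of the 30 were higher and 4 lower, with a median log2 fold change of 1.32 (1.29 with genes at the floor set to their bound), and 20 were called upregulated and 1 downregulated. A list of S and G2/M genes that was not taken from this study gave a test on other genes. Of its 101 genes, 97 were tested. Their median log2 fold change in DKO Treg cells from spleen and pLNs was 0.67, with 85 genes higher and 12 lower, 3 called upregulated over all genes and 26 when adjusted over the list alone. In mLN Treg cells it was 1.11, with 90 genes higher and 7 lower, 68 called upregulated over all genes and 85 when adjusted over the list alone. The adjusted p from camera (inter-gene correlation 0.01, over 27 lists) was 2.4e-10 in spleen and pLNs and 1.15e-37 in mLN. Under fry, which estimates the correlation between genes, the adjusted p was 0.154 in spleen and pLNs and 1e-04 in mLN, so only the mLN result holds under both. In spleen and pLNs the median was between 0.52 and 0.79 with any 1 library left out, and in mLN between 0.99 and 1.20. From the upregulation of most of these genes, the paper went on to measure proliferation in vivo with BrdU.

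**Figure D3:**
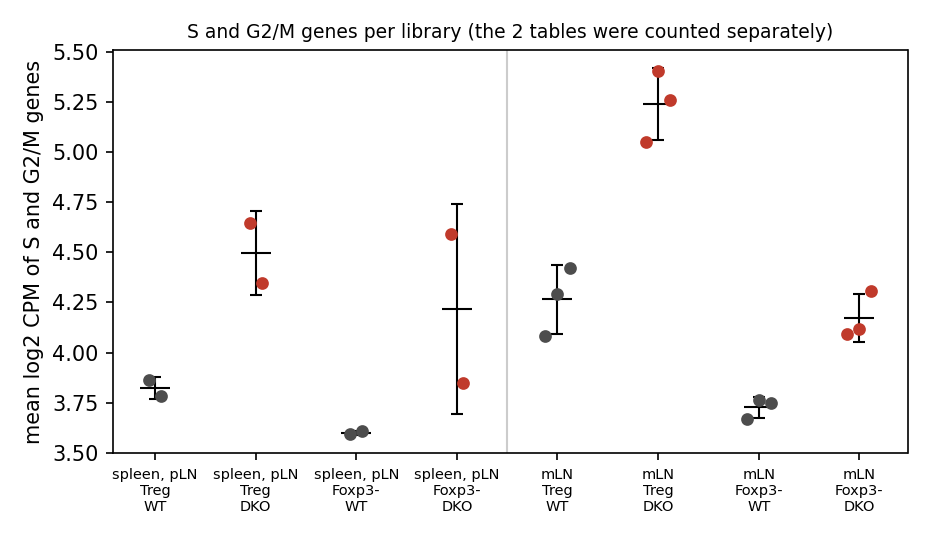
Mean log2 CPM of the S and G2/M genes, with 1 point per library, a bar at the mean and error bars of 1 SD, for WT (gray) and DKO (red). In Treg cells, both spleen and pLN DKO libraries (4.64 and 4.35) lie above the WT libraries (3.86 and 3.78), and the 3 mLN DKO libraries (5.05, 5.41 and 5.26) above the highest WT library (4.42).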

We injected WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice with BrdU, a thymidine analog that is incorporated into newly synthesized DNA during replication, and analyzed Treg cells 24 h later. Indeed, *Tet2/3 DKO* Treg cells incorporated significantly more BrdU compared to WT Treg cells (Fig. 4d). The genes involved in DNA damage pathways also prompted us to examine the level of phosphorylated histone H2A.X (γH2AX), an early marker of DNA damage^42^, by flow cytometry. In fact, the MFI (mean fluorescent intensity) of γH2AX staining was significantly increased in both Treg cells and CD4^+^Foxp3^−^ cells in spleen and mLN isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ compared to WT mice (Supplementary Fig. 9). But we did not observe any increase in the level of active caspase-3, an early stage apoptosis marker, in Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice compared to WT mice (Supplementary Fig. 10). Analysis of the TCR repertoire using RNA-seq reads mapping to the CDR3 region at *Tcrb* showed greater clonal expansion in both Treg cells and CD4^+^Foxp3^−^ cells isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ compared to WT mice (Supplementary Fig. 11 and Supplementary Data 4 and 5), suggesting antigen-driven expansion.

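Clonality was computed from the clone counts in the paper's own CDR3 tables, Supplementary Data 4 for spleen and pLNs (8 sheets) and Supplementary Data 5 for mLN, of which 10 of 12 sheets were used, CD4 DKO2 and CD4 DKO3 being not analysed here. These counts are reads that the authors assembled into *Tcrb* CDR3 sequences with MiXCR, between 136 and 753 per sheet, and intervals cover counting error only, since reads are not independent molecules. The unbiased Simpson index is the chance that 2 reads drawn from a sample carry the same CDR3. In Treg cells from spleen and pLNs it was 0.000397 in WT and 0.0223 in DKO (means of 2), with 0.0181 in DKO and 0.0265 in DKO*. In CD4+Foxp3- cells from the same tissue it was 0.000562 in WT, 0.0052 in DKO and 0.698 in DKO*. In mLN Treg cells it was 0.000918 ± 0.000255 in WT and 0.111 ± 0.081 in DKO (SD, n = 3 each), with 0.0961, 0.198 and 0.0381 in DKO1, DKO2 and DKO3. In all 3 comparisons every DKO sample was above every WT sample. A two-sided exact permutation test gave p = 0.333 for each comparison in spleen and pLNs and p = 0.1 in mLN Treg cells, which are the smallest values that 2 against 2 and 3 against 3 samples allow. The DKO* sheet of CD4+Foxp3- cells decided the mean of its group. Its most frequent clone took 629 of 753 reads, or 83.5% (95% Wilson interval 80.7% to 86.0%), and without the sample the difference from WT was 0.00464 in place of 0.351. One other clone of this sheet, with 2 reads, carries a second sample name and was counted; without it the index was 0.701. The same CDR3 made up 2 of 341 reads in DKO* Treg cells, or 0.587% (0.161% to 2.11%). In mLN CD4+Foxp3- cells the 1 DKO sheet used here had an index of 0.00612, and the WT sheets lay between 0.00039 and 0.00098. Clones defined with their V and J genes gave the same indices, and the share of the most frequent clone in place of the index also put every DKO sample above every WT sample. From the greater clonal expansion in both cell types, the paper proposes expansion driven by antigen.

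**Figure D4:**
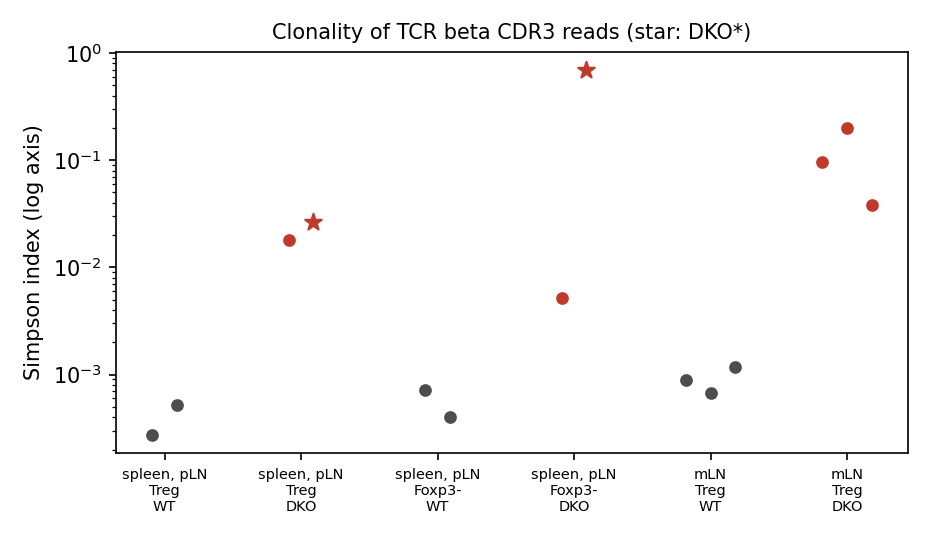
Simpson index (log axis) of TCRβ CDR3 reads, with 1 point per sample and a star for DKO*, for WT (gray) and DKO (red). The highest WT value is 0.00118 and the lowest DKO value 0.0052.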

Compared to WT mice, expression of genes involved in Tfh differentiation, including *Gzmb*, *Pdcd1*, *Bcl6*, *Maf*, *Cxcr5*, and *Il21*, was unaltered or only mildly increased in Treg cells isolated from the *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mouse with moderate splenomegaly (DKO), but markedly increased in Treg cells isolated from the littermate mouse with more severe splenomegaly (DKO*) (Fig. 4e, left panel). 

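In these Treg cells from pooled spleen and pLNs, *Gzmb* was at 8.76 and 14.7 CPM in the WT replicates, 33.4 CPM in DKO replicate 1 and 6.89 CPM in DKO replicate 2. *Pdcd1* was at 218 and 167 CPM in WT and at 274 and 187 CPM in DKO replicates 1 and 2, and *Maf* at 93.4 and 84.7 CPM in WT and 159 and 79.5 CPM in DKO. *Bcl6* (34.7 and 25.0 CPM in WT) was at 71.0 and 44.7 CPM in DKO, and *Cxcr5* (150 and 132 CPM in WT) at 278 and 175 CPM. *Il21* was at 4.92 and 6.47 CPM in WT and at 9.22 and 2.39 CPM in DKO. Replicate 1 was above both WT replicates for the 6 genes, while replicate 2 was above both for *Bcl6* and *Cxcr5* only, by less. With the replicates as a group, none of the 6 was called, and their adjusted p values lay between 0.272 for *Bcl6* and 1 for *Il21*. Leaving out DKO replicate 1 turned the log2 fold change of *Gzmb* from 0.78 to -0.77, that of *Maf* from 0.42 to -0.17, that of *Pdcd1* from 0.26 to -0.05 and that of *Il21* from 0.05 to -1.26, and a replicate block turned that of *Il21* to -0.20. Of the 9 Tfh-related genes of Fig. 4e, 9 had a positive log2 fold change (median 0.78) and *Klrb1c* was called, at 6.68 ± 0.88 CPM in WT and 98.3 ± 16.7 CPM in DKO (SD, n = 2 each), a log2 fold change of 3.88 (standard error 0.37, adjusted p = 0.000612). The adjusted p of these 9 genes as a set was 0.0131 by camera and 0.199 by fry. In a list of 15 Tfh genes not taken from the study, the median was 0.42, with an adjusted p of 0.272 by camera and 0.628 by fry. With 2 DKO mice, a relation to the severity of splenomegaly was not tested.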

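In CD4+Foxp3- cells from pooled spleen and pLNs, *Il17a* had no reads in WT, 6.66 CPM in DKO replicate 1 and 0.148 CPM in DKO replicate 2; the mean was at least 14.5-fold higher than the limit in WT, with an adjusted p of 0.118. *Il17f* was at 0.304 and 0.0804 CPM in WT and at 2.26 and 0.222 CPM in DKO (adjusted p = 0.398). The Tfh-related genes *Il21*, *Maf*, *Bcl6* and *Pdcd1* were at 234, 270, 126 and 404 CPM in DKO replicate 1 and at 52.4, 62.9, 30.8 and 124 CPM in DKO replicate 2, against WT means of 42.4, 60.1, 39.0 and 146 CPM. Without DKO replicate 1, log2 fold changes turned negative for *Pdcd1* (-0.24), *Bcl6* (-0.35), *Tox2* (-0.35) and *Cxcr5* (-0.81). Of the 9 Tfh-related genes of Fig. 4e, *Fam129b* alone was called, with a log2 fold change of 1.97 (standard error 0.35, adjusted p = 0.0295). As a set, these 9 genes had a median of 1.00 (adjusted p 0.00197 by camera, 0.336 by fry). A list of 15 Tfh genes not taken from the study had a median of 0.85, with an adjusted p of 0.00117 by camera and 0.38 by fry. Without DKO replicate 1 this median was 0.062.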

Genes related to Tfh and Th17 cell differentiation (Il17a, Il17f, Rorc) in CD4^+^Foxp3^–^ T cells displayed a similar trend (Fig. 4e, right panel), indicating that both CD4^+^Foxp3^+^ Treg cells and CD4^+^Foxp^3−^ T cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice displayed skewing to Tfh and/or Th17 lineages in a manner that correlated directly with disease severity. The skewed Tfh and/or Th17 lineages were also observed in Treg cells and CD4^+^Foxp3^–^ T cells isolated from mLN of *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice (Supplementary Fig. 8e).

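Among mLN Treg cells, *Bcl6* (chromosome 16, 23965138 to 23988938) went from 27.7 ± 0.68 to 85.3 ± 19.4 CPM (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.22, adjusted p = 0.000464). *Pdcd1* went from 91.7 ± 10.8 to 284 ± 25.0 CPM, with 1.63 (standard error 0.28, adjusted p = 0.00188), and *Il21* from 3.97 ± 0.98 to 25.4 ± 14.0 CPM, with 2.66 (standard error 0.66, adjusted p = 0.014). *Klrb1c* (4.09) and *Fam129b* (2.92) were called too, while *Cxcr5* (0.84, adjusted p = 0.0695), *Tox2* (0.81, 0.187), *Gzmb* (0.41, 0.556) and *Maf* (0.16, 0.816) were not. *Maf* turned to -0.12 without DKO replicate 1. Of the Th17 genes, *Il17a* was at least 2.05-fold higher (adjusted p = 0.0384) at a mean of 0.54 CPM, and *Il17f* was at least 2.88-fold higher without passing (adjusted p = 0.0508). In mLN CD4+Foxp3- cells, *Il21* (2.60), *Pdcd1* (1.62), *Maf* (1.55), *Klrb1c* (3.09) and *Fam129b* (3.03) were called upregulated, with adjusted p values from 0.0071 for *Klrb1c* to 0.0451 for *Maf*. *Bcl6* (0.76, adjusted p = 0.0742) and *Cxcr5* (1.00, 0.0946) did not pass, and *Il17a* had a log2 fold change of -1.64 (0.221), with a mean of 1.83 CPM in WT and 0.578 CPM in DKO. Of the 3 Th17 genes of Fig. 4e, 2 were higher and 1 lower in these cells (median 1.36), and none was called. As a set they had an adjusted p of 0.620 by camera and 0.539 by fry. A list of 9 Th17 genes not taken from the study had 8 higher and 1 lower (median 1.13). Its adjusted p was 0.202 by camera and 0.308 by fry. The 15 Tfh genes not taken from the study had a median of 0.84 in Treg cells (adjusted p 1e-04 by camera, 0.027 by fry) and 1.15 in CD4+Foxp3- cells (1.94e-10 and 0.0303). The paper states that the skewing to Tfh and/or Th17 lineages was seen in mLN as well.

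**Figure D5:**
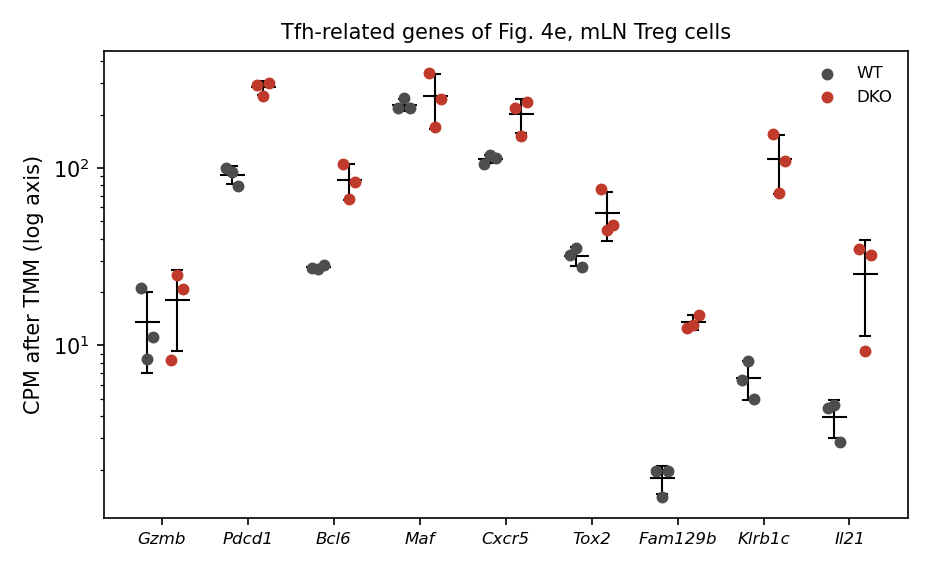
CPM after TMM normalization (log axis) of the Tfh-related genes of Fig. 4e in mLN Treg cells, with 1 point per library, a bar at the mean and error bars of 1 SD. *Pdcd1*, *Bcl6*, *Cxcr5*, *Tox2*, *Fam129b*, *Klrb1c* and *Il21* lie higher in every DKO library than in any WT library, and *Gzmb* and *Maf* overlap.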

In WT mice at steady state, fewer than 5% of CD4^+^TCRβ^+^ T cells from spleen and mLNs stained positive for the Tfh signature molecules CXCR5 and PD-1, but this percentage was much higher in the spleen and mLNs of *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice (Fig. 4f). In addition, spleen and mLNs of *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice had more germinal center (GC) B cells, as judged by expression of the GC signature markers GL7 and CD95 (Fig. 4g).

### WT Tregs fail to control autoimmunity in *Tet*-deficient mice

*Foxp3* is encoded on the X-chromosome, hence due to random X-inactivation, *Tet2/3*^*fl/fl*^ female mice that are heterozygous for *Foxp3*^*Cre*^ (*Foxp3*^*WT/Cre*^) should harbor both *Tet2/3*-deleted Treg cells (*Foxp3*^*Cre*^-positive) and WT Treg cells (*Foxp3*^*Cre*^-negative). Thus, the presence of WT Treg cells should in theory prevent the mice from developing any autoimmune disease. Surprisingly, we found that *Tet2/3*^*fl/fl*^*Foxp3*^*WT/Cre*^ female mice also developed lymphoproliferative disease beginning as early as 15 weeks of age, and all mice succumbed by the age of 38 weeks (Fig. 5a). As expected, the total cellularity of the spleen from *Tet2/3*^*fl/fl*^*Foxp3*^*WT/Cre*^ female mice was significantly increased compared to WT female mice (Fig. 5b).

**Fig. 5:**
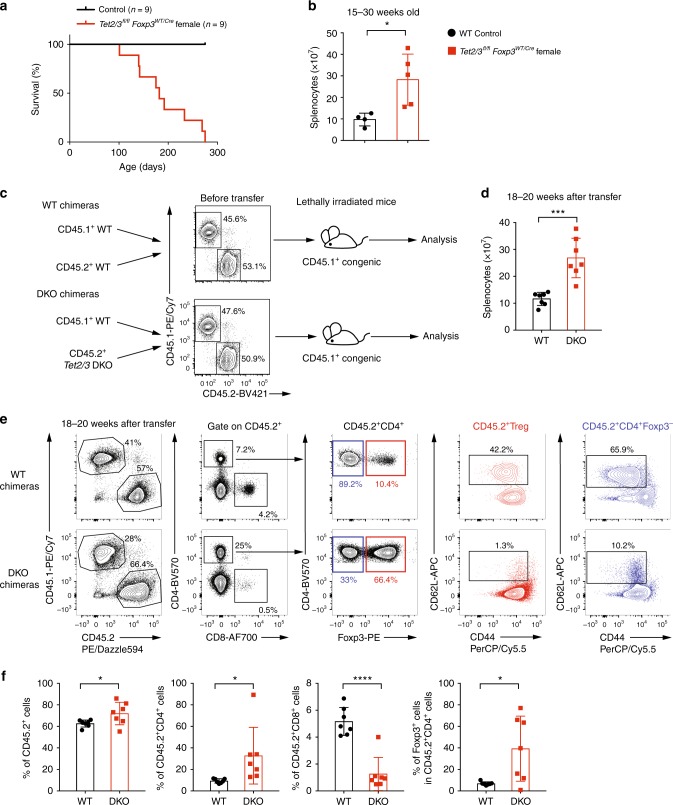
WT Treg cells fails to rescue the inflammatory phenotype of *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice. **a** Survival curves for control WT (*n* = 9) and *Tet2/3*^*fl/fl*^*Foxp3*^*WT/Cre*^ heterozygous female (*n* = 9) mice. **b** Total cell numbers in spleen from WT and *Tet2/3*^*fl/fl*^*Foxp3*^*WT/Cre*^ heterozygous female mice (15–30 weeks-old, *n* = 5). **c** Schematic illustration for the generation of mixed bone marrow chimeras. The flow cytometry plots show the ratios of WT CD45.1^+^ congenic bone marrow cells and co-transferred CD45.2^+^ WT or *Tet2/3 DKO* bone marrow cells immediately prior to transfer. **d** Total cell numbers in spleen from WT and *Tet2/3 DKO* mixed bone marrow chimeras with splenomegaly (*n* = 7) 18–20 weeks after transfer. **e** Representative flow cytometry analysis for WT and DKO mixed bone marrow chimeras 18–20 weeks after transfer. **f** The graphs from left to right show the quantifications for the percentage of CD45.2^+^ cells, the percentage of CD4^+^ and CD8^+^ cells within the CD45.2^+^ cells and the percentage of Foxp3^+^ cells within the CD45.2^+^CD4^+^ cells (*n* = 7). Statistical analysis was performed using two-tailed unpaired student’s t test (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Error bars show mean ± s.d. from three independent experiments

To confirm this observation independently, we generated mixed bone marrow chimeras by adoptively co-transferring WT (CD45.1^+^) bone marrow cells together with bone marrow cells (CD45.2^+^) isolated from WT or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice at 1:1 ratio into lethally irradiated CD45.1^+^ WT mice (Fig. 5c). Chimeric mice given either WT or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* bone marrow cells were similar and appeared relatively normal at 14–16 weeks after adoptive transfer (Supplementary Fig. 12). However at 18–20 weeks after adoptive transfer, DKO bone marrow chimeras developed splenomegaly compared to WT chimeras and showed a significant increase of total cellularity in the spleen (Fig. 5d).

Notably, CD45.2^+^ cells in mixed chimeras with *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* bone marrow showed considerably higher capacity for expansion compared to CD45.2^+^ cells in WT mixed bone marrow chimeras (Fig. 5e, f, leftmost panels). In the DKO chimeric mice, the percentage of CD4^+^CD45.2^+^ T cells was significantly higher than expected, with over 80% of CD4^+^CD45.2^+^ T cells observed in one DKO chimeric mouse; however, the percentage of CD8^+^ T cells was strongly decreased (Fig. 5e, second panels; Fig. 5f, second and third panels). The frequency of Foxp3^+^ cells in the CD45.2^+^CD4^+^ population varied widely in the DKO mixed chimeras, with some chimeras displaying a frequency as high as 60–70%, while others showed fewer than 10% of CD45.2^+^CD4^+^Foxp3^+^ cells (Fig. 5e, middle panel; Fig. 5f, last panel), suggesting that Treg cells in the DKO chimeras could manifest unstable Foxp3 expression. Moreover, both CD4^+^Foxp3^+^ and CD4^+^Foxp3^−^ DKO cells in the chimeric mice showed an activated/memory phenotype, with a strong decrease in the proportion of “naïve” CD62L^hi^CD44^lo^ cells (Fig. 5e, last two panels). Together these data indicate that the loss of T regulatory function in *Tet2/3 DKO* Treg cells is dominant, and cannot be rescued or prevented in the presence of WT Treg cells.

### Unstable Foxp3 expression in *Tet2/3 DKO* Treg cells

Although Foxp3^+^ Treg cells are generally stable and are marked by sustained expression of Foxp3, they may lose Foxp3 expression under certain conditions and develop into cells resembling effector T cells, designated “ex-Treg” cells^5^. To examine whether *Tet2/3*-deficient Treg cells indeed lose Foxp3 expression and become ex-Treg effector cells, we introduced the *Rosa26*-YFP^LSL^ allele^43^ into *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice. In the LSL (*LoxP-*STOP-*LoxP*) cassette, a strong transcriptional stop site is flanked by two *LoxP* sites and inserted into the *Rosa26* locus ahead of the cDNA sequence encoding YFP, ensuring that YFP expression is turned on only in Cre-expressing cells. Since YFP expression from the *Rosa26* locus is much brighter than YFP expression from the YFP-Cre fusion protein introduced into the 3’ UTR of the *Foxp3* gene, cells expressing YFP from the *Rosa26* locus can be easily distinguished from cells expressing the YFP-Cre fusion protein encoded in the *Foxp3* gene^44^ (Fig. 6a, where intermediate YFP expression derives from the YFP-Cre fusion protein whereas high YFP expression derives from the *Rosa26* fate mapping allele). Analysis of CD4^+^ T cells from spleen and mLNs of *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^*Rosa26-YFP*^*LSL*^ mice showed clearly that a much higher proportion of Rosa-YFP^high^ cells—cells that had turned on Cre from the *Foxp3* gene, and thus had been Treg cells earlier in their developmental history—had lost Foxp3 expression and turned into ex-Treg cells, compared to Rosa-YFP^high^ cells from heterozygous *Tet2*^*+/fl*^*Tet3*^*fl/fl*^*Foxp3*^*Cre*^*Rosa26-YFP* mice (Fig. 6a, b). Further confirming the existence of ex-Treg cells in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice, we showed by quantitative real-time PCR, as well as RNA-seq that *Tet2* and *Tet3* mRNAs were both greatly reduced in expression in CD4^+^YFP^−^ cells isolated from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ compared to WT mice (qPCR, Supplementary Fig. 13a; number of normalized reads mapping to the deleted exons; Supplementary Fig. 13b–c). 

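At the level of the whole gene, *Tet2* and *Tet3* were counted in the CD4+YFP- cells of both tables. In spleen and pLNs, *Tet2* was at 1.91 ± 0.20 CPM in WT and 2.27 ± 0.70 CPM in DKO (SD, n = 2 each), a log2 fold change of 0.25 (standard error 0.60, adjusted p = 0.939), and *Tet3* at 54.5 ± 5.1 and 41.8 ± 5.7 CPM, with -0.38 (standard error 0.21, adjusted p = 0.487). In mLN, *Tet2* was at 10.5 ± 1.2 and 9.63 ± 2.07 CPM (SD, n = 3 each), with -0.12 (standard error 0.20, adjusted p = 0.798), and *Tet3* at 119 ± 16.5 and 106 ± 33.7 CPM, with -0.17 (standard error 0.21, adjusted p = 0.692). None of the 4 differences passed, and no alternative called one of them. Without DKO replicate 2, *Tet3* in mLN turned to 0.06. The paper's measure is the number of reads on the deleted exons, which was not analysed here; reads on the exons that the deletions leave in place are part of the whole-gene counts. The paper traces ex-Treg cells by fate mapping and adds the lower *Tet2* and *Tet3* mRNA in CD4+YFP- cells, by real-time PCR and by reads on those exons, as further evidence for them.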

Taken together with the data presented in the previous sections, this finding suggests strongly that a substantial fraction of the activated CD4^+^YFP^−^ T cells in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice (Fig. 5e, f) are ex-Treg cells that have lost suppressive function and acquired deleterious effector function.

**Fig. 6:**
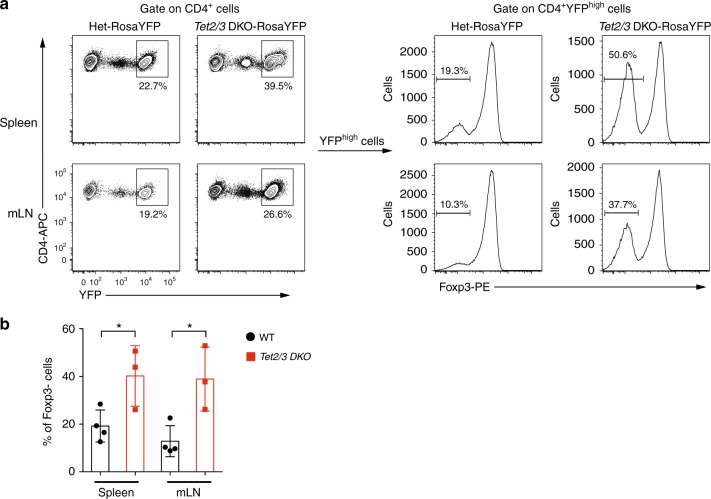
*Tet2/3 DKO* Treg cells are less stable than Treg cells from heterozygous littermates. **a** Representative lineage tracing of Treg cells in spleen and mLN from littermate mice of *Tet2*^*+/fl*^*Tet3*^*fl/fl*^*Foxp3*^*YFP-Cre*^*Rosa26*^*YFP*^ (Het) and *Tet2/3*^*fl/fl*^*Foxp3*^*YFP-Cre*^*Rosa26*^*YFP*^ genotypes. *Left panels*, Contour plots showing that Rosa26^YFP^ is much brighter than, and so can be distinguished from, Foxp3^YFP-Cre^. *Right panels*, The percentage of Foxp3-negative cells is much higher in sorted CD4^+^Rosa26^YFPhigh^ cells from *Tet2/3*^*fl/fl*^*Foxp3*^*YFP-Cre*^*Rosa26*^*YFP*^ (*Tet2/3 DKO*) mice compared to those from *Tet2*^*+/fl*^*Tet3*^*fl/fl*^*Foxp3*^*YFP-Cre*^*Rosa26*^*YFP*^ mice, indicating that *Tet2/3 DKO* Treg cells that had originally turned on Foxp3 and Cre from the *Foxp3*^*YFP-Cre*^ locus later lose Foxp3 and become ex-Treg cells. **b** Quantification of the percentage of Foxp3^neg^-Rosa26^YFPhigh^ cells as shown in **a** (11–12 weeks old, *n* = 3 from three independent experiments). Statistical analysis was performed using two-tailed unpaired student’s *t* test (*P < 0.05). Error bars show mean ± s.d. from three independent experiments

### *Tet2/3 DKO* CD4^+^ T cells elicits disease in healthy mice

To test the above hypothesis of deleterious effector function acquired by ex-Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice, we asked whether total CD4^+^ T cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice, which contain ex-Treg cells, as well as bystander activated CD4^+^ T cells, could elicit disease when transferred into healthy immunocompetent recipient mice. We transferred purified CD4^+^ T cells (5 × 10^6^; purity > 98.5%) from spleen and pLNs into fully immunocompetent (non-irradiated) congenic CD45.1^+^ recipient mice (Fig. 7a). All the recipients developed enlarged spleen and lymph nodes and developed disease 7–10 weeks after transfer (Fig. 7b). *Tet2/3 DKO* CD4^+^ T cells expanded 3–50 fold, from the starting transferred population of 5 million cells to as many as 250 million cells (Fig. 7b). The percentage of Foxp3^+^ cells after expansion of the transferred CD4^+^ population varied from mouse to mouse, with three mice showing high-level Foxp3 expression (mouse example 1 in Fig. 7c), and the others showing low to no expression of Foxp3 (mouse example 2 in Fig. 7c). We observed a compensatory expression of Foxp3^+^ cells in CD45.1^+^ host cells in each individual (Fig. 7b, c). Moreover, both CD4^+^Foxp3^+^ host Treg cells and CD4^+^Foxp3^−^ host cells displayed activated phenotype with low levels of CD62L expression and high levels of CD44 expression (Fig. 7c, Host Cells). Together these data suggest that *Tet2/3 DKO* CD4^+^ T cells contained the cell population responsible for transferring the diseases to immunocompetent mice. These might be ex-Treg effector cells, host CD4^+^ T cells that became activated and converted to effector cells, or both.

**Fig. 7:**
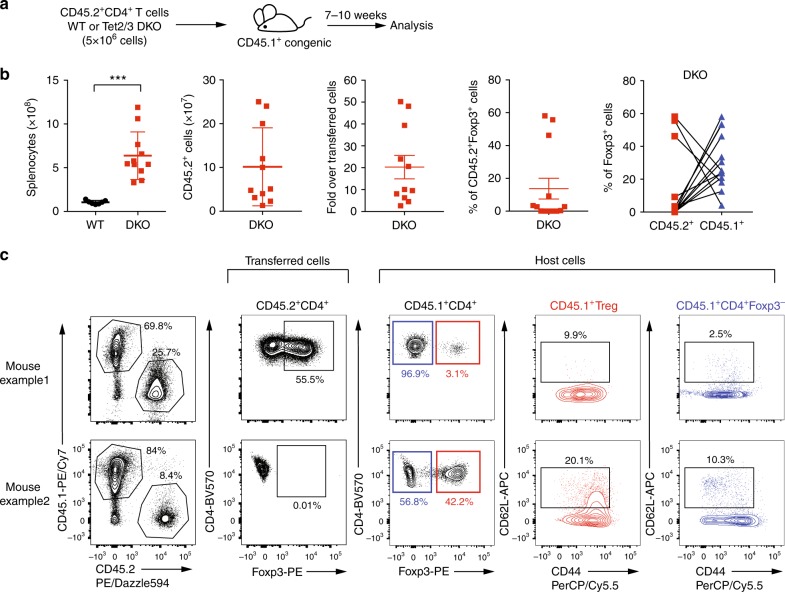
Transfer of total CD4^+^ T cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice elicits disease in healthy mice. **a** Schematic illustration for the transfer of total CD4^+^ T cells (5 × 10^6^ cells) from WT or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (14 weeks old) into immunocompetent congenic recipient mice (*n* = 11 recipient mice), the mice were analyzed 7–10 weeks after transfer. **b** From left to right, the graphs show the numbers of total splenocytes and of transferred and expanded CD45.2^+^ cells, the fold increase in the number of transferred and expanded DKO CD45.2^+^ cells, the percentage of Foxp3^+^ cells in CD45.2^+^ cells after transfer, and the percentage of Foxp3^+^ cells in CD45.2^+^ and CD45.1^+^ cells in each individual with connection lines. **c** Representative flow cytometry analyses of the percentage of CD45.2^+^ T cells, the percentage of Foxp3^+^ cells in CD45.2^+^ cells (example 1 showing an expansion of Foxp3^+^ cells, example 2 showing a loss of Foxp3^+^ cells), the percentage of Foxp3^+^ cells in CD45.1^+^ host cells, CD62L and CD44 expression in host Treg cells and CD4^+^Foxp3^-^ cells. Statistical analysis was performed using two-tailed unpaired student’s *t* test (***P < 0.001). Error bars show mean ± s.d. from three independent experiments

## Discussion

Here, we investigated the role of two epigenetic regulators, the methylcytosine oxidases Tet2 and Tet3, in Treg function. Mice with Treg-specific deletion of *Tet2* and *Tet3* (*Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice) display defective Treg function and develop an inflammatory disease characterized by splenomegaly and leukocyte infiltration into tissues. TET loss-of-function in developing *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ Treg cells led to increased methylation (5mC + 5hmC) at the *Foxp3 CNS1* and *CNS2* enhancers compared to wild-type Treg cells resulting in decreased stability of Foxp3 expression and impaired Treg cell function. Notably, both ex-Treg cells and conventional CD4^+^ and CD8^+^ T cells in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice developed an aberrant dominant effector phenotype, which could not be suppressed by the presence of wild-type Treg cells in *Tet2/3*^*fl/fl*^*Foxp3*^*WT/Cre*^ heterozygous females or in mixed bone marrow chimeras. Our data emphasize the essential role of TET-mediated epigenetic modifications not only in maintaining the demethylated status of the *Foxp3 CNS1* and *CNS2* enhancers—thereby stabilizing Foxp3 expression, specifying Treg cell lineage and conferring stable Treg identity—but also in preventing indirectly the acquisition of aberrant effector function by bystander CD4^+^ and CD8^+^ T cells with otherwise normal TET function.

Individual or dual deletion of TET genes can both be deleterious for Treg cell^12,26,45^ (and this study), B cell^23^ and myeloid function^22,46–51^. The phenotypic variability is potentially related to the animal facility in which the mice are housed^41^. Myeloid expansion in *Tet2*-deficient mice has been attributed to the influence of cytokines such as IL-6 produced in response to gut microbiota, since it is eliminated or greatly attenuated if the mice are housed in a germ-free facility^41^. Similarly, the large increase in the cellularity of mesenteric lymph nodes compared to peripheral lymph nodes in our 12–16 week-old *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice, as well as the increased clonality of both Foxp3^+^ Treg cells and CD4^+^Foxp3^–^ T cells (ex-Treg cells and/or activated CD4^+^ bystander T cells), suggests a role for recognition of microbial or other antigens. Thus, the effects of TET loss-of-function appear most striking when TET-deficient cells are subjected to stimulation, through antigen recognition^25^, cytokine stimulation^11^, or the influence of the microbiota as discussed above^41^.

By fate-mapping experiments, Foxp3 expression in Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice was considerably less stable than Foxp3 expression in Treg cells from control mice (Fig. 6). Treg cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice were more prone to lose Foxp3 expression, and also showed dysregulated expression of many Treg signature genes including *Cd25*, *Nrp1*, and *Il1rl1*. Notably, the presence of wild-type Treg cells in *Tet2/3*^*fl/fl*^*Foxp3*^*WT/Cre*^ heterozygous females or mixed bone marrow chimeras was not sufficient to suppress the aberrant inflammation observed in *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice, moreover, transfer of total CD4^+^ T cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice into immunocompetent recipient mice unexpectedly resulted in efficient transfer of the inflammatory disease. In both mixed bone marrow chimeras and CD4^+^ T cell transfer experiments, Foxp3^+^ cells from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice expanded somewhat more extensively than control cells in an early phase in which they maintained almost normal suppressive function; later, they lost Foxp3 expression and suppressive function but acquired effector function, leading to the accumulation of effector ex-Treg cells, as well as activated bystander CD4^+^ and CD8^+^ T cells as the mice aged. Thus, loss of TET function in Treg cells of *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice results in a paradoxical dominant disease, in which defective TET-deficient Treg cells lose Foxp3 expression and suppressor function on the one hand, and convert to ex-Treg cells with dominant effector function on the other hand.

In addition to simply losing suppressive function, ex-Treg cells appear to be prone to acquire effector function^52^. The underlying mechanisms are not yet completely clear, but it is known that mice with Treg perturbations frequently compensate for insufficiency of T regulatory function by becoming hyperproliferative and hyperactivated^8,35^. For instance, ex-Treg cells arising as a result of deficiency in the mTOR-signaling regulator TSC1 produce increased levels of IL-17 and acquire Th17 effector features under inflammatory conditions;^53^ and neuropilin1-deficient Treg cells produce high levels of IFNγ, which feeds back to suppress Treg cell function^11^. In our case, we have shown that *Tet2/3* deficiency leads to increased expression of genes related to Tfh and/or Th17 cell differentiation, both in CD4^+^Foxp3^–^ T cells which include both ex-Treg cells and CD4^+^ bystander cells, and in CD4^+^Foxp3^+^ Treg cells, in a manner that correlated directly with disease severity.

Our data emphasize the critical role of TET proteins in the maintenance of stable Foxp3 expression and the integrity of Treg gene expression and function. Absence of TET proteins in Treg cells sets off a cascade of events that begins with increased DNA methylation of *CNS1* and *CNS2* and unstable Foxp3 expression, both facilitated by cell division occurring as a result of antigen and cytokine stimulation; and continues into compromised suppressor function and acquisition of effector function by ex-Treg cells, as well as bystander T cells. The aberrant acquisition of these dysregulated phenotypes eventually results in a fatal inflammatory/ lymphoproliferative disease.

## Methods

### Mice

B6.129(Cg)-*Foxp3*^*tm4(YFP/icre)Ayr*^/J (Foxp3^Cre^, strain 016959), B6.SJL-Ptprc^a^Pepc^b^/BoyJ (CD45.1 congenic mice, strain 002014), B6.129S7-*Rag1*^*tm1Mom*^/J (*Rag1*^*−/−*^ mice, strain 002216), and B6.Cg-*Foxp3*^*sf*^/J (B6-scurfy mice, strain 004088) were obtained from Jackson Laboratory. *Tet2*^*fl/fl*^*Tet3*^*fl/fl*^Foxp3^Cre^ mice were generated in our laboratory by crossing *Tet2*^*fl/fl*^*Tet3*^*fl/f*^ with *Foxp3*^*Cre*^ mice. For the fate-mapping experiments, *Tet2*^*+/fl*^*Tet3*^*fl/fl*^*Foxp3*^*Cre*^ or *Tet2*^*fl/fl*^*Tet3*^*+/fl*^*Foxp3*^*Cre*^ female mice were crossed with *Tet2*^*fl/fl*^*Tet3*^*fl/fl*^*Rosa26-YFP*^+^ male mice to generate *Tet2*^*fl/fl*^*Tet3*^*fl/fl*^*Foxp3*^*Cre*^*Rosa26-YFP*^*+*^ male mice for further analysis. All mice were on the B6 background and maintained in a specific pathogen-free animal facility in the La Jolla Institute for Immunology. Age of the mice used for each experiment was stated in the figure legends. All cell or mouse irradiation procedures were performed using RS2000 Biological Irradiator (Rad Source Technologies, Inc.) All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee of the La Jolla Institute for Immunology and were conducted in accordance with institutional guidelines.

### Cell preparation and flow cytometry

Single-cell suspensions were prepared from spleen, peripheral lymph nodes, and mesenteric lymph nodes for staining or cell sorting. For analysis of T cell compartments and Treg cell features, single-cell suspensions were stained with anti-mouse antibodies against the following (Clone name, conjugated fluorescence, dilution, manufacturer and catalog number shown in brackets): CD4 (RM4-5, PerCP-Cy5.5, 1:200, Biolegend, #100540; GK1.5, APC, 1:200, Biolegend, #100412; RM4-5, BV570, 1:200, Biolegend, #100541; GK1.5, BV421, 1:200, Biolegend, #100437), CD8 (53-6.7, PE-Cy7, 1:200, Biolegend, #100722; 53-6.7, AF700, 1:200, Biolegend, #100730), CD62L (MEL-14, BV421, 1:400, Biolegend, #104436; MEL-14, APC, 1:200, Biolegend, #104412), CD25 (PC61, APC, 1:200, Biolegend, #102012), CD44 (IM7, PE, 1:200, Biolegend, #103008; IM7, PerCP-Cy5.5, 1:200, Biolegend, #103032), CD45.1 (A20, PE-Cy7, 1:200, Biolegend, #110730), CD45.2 (104, PE-Dazzle594, 1:200, Biolegend, #109846; 104, BV421, 1:200, Biolegend, #109831), Nrp1 (3E12, BV421, 1:200, Biolegend, #145209), ICOS (C398.4 A, AF488, 1:200, Biolegend, #313514), CD103 (2E7, FITC, 1:200, Biolegend, #121419), GITR (YGITR765, PE-Cy7, 1:200, Biolegend, #120222), PD1 (29 F.1A12, PE-Cy7, 1:200, Biolegend, #135216), CD127 (A7R34, BV421, 1:200, Biolegend, #135027), CD69 (H1.2F3, APC, 1:200, Biolegend, #104514), B220 (RA3-6B2, APC, 1:200, Biolegend, #103212), Gr1 (RB6-8C5, PE, 1:400, Biolegend, #108408), CD11b (M1/70, PerCP-Cy5.5, 1:200, Biolegend, #101228), CCR7 (4B12, BV421, 1:100, Biolegend, #120119). Anti-mouse CCR7 staining was performed at 37 °C for 30 min. For analysis of Tfh and germinal center B cells, single-cell suspensions were stained with anti-mouse antibodies TCRβ (H57-597, APC, 1:200, Biolegend, #109212), CD19 (6D5, APC, 1:200, Biolegend, #115512), CXCR5 (L138D7, BV421, 1:100, Biolegend, #145511), PD1 (29 F.1A12, PE-Cy7, 1:200, Biolegend, #135216), GL7 (GL7, Pacific Blue, 1:200, Biolegend, #144613) and CD95 (Fas, Jo2, PE-Cy7, 1:200, BD Biosciences, #557653). For intracellular staining, cells were surface-stained and then stained with anti-Foxp3 (FJK-16S, PE, 1:100, eBioscience, #12-5773-82), anti-active caspase-3 (C92-605, PE, 20 μl per assay, BD Biosciences, #550821), anti-Helios (22F6, APC, 1:100, Biolegend, #137221), anti-CTLA4 (UC104.89, APC, 1:100, Biolegend, #106309), and anti-H2A.X phosphorylated (Ser139, 2F3, APC, 1:100, Biolegend, #613415) antibodies using the Foxp3 Fixation/Permeabilization kit (eBioscience, #00-5523-00) and analyzed by flow cytometry on LSR-II and LSR Fortessa.

### BrdU incorporation assay

Mice were injected with 1 mg of BrdU (100 μl of 100 mg/ml stock solution) intraperitoneally. 24 h later, mice were sacrificed and the cells from spleen and peripheral lymph nodes were stained for surface markers and then for BrdU according to the manufacturer’s protocol (BD Pharmingen, APC BrdU flow kit 552598).

### Anti-dsDNA antibody ELISA

Anti-dsDNA autoantibodies in the serum from *Foxp3*^*Cre*^ WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice (11–16 weeks-old) were measured with kit from Alpha Diagnostic International according to the manufacturer’s protocol (ELISA Kit 5110).

### LEGENDplex mouse immunoglobulin isotyping panel

The serum immunoglobulin levels were measured with LEGENDplex Mouse Immunoglobulin Isotyping Panel according to the manufacturer’s protocol (Biolegend, 740493).

### Analysis of peripheral bloods from *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice

Peripheral bloods from WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice (12–14 weeks-old) were collected into tubes pretreated with EDTA (BD Biosciences, 365974). Hematological parameters including the concentrations of white blood cells (WBCs), red blood cells (RBCs), and platelets were analyzed by Hemavet 950FS (Drew Scientific).

### Generation of mixed bone marrow chimeras

Bone marrow cells were obtained from tibia and fibula from *Foxp3*^*Cre*^ WT mice, *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice and CD45.1 congenic mice. Erythrocytes and mature T cells were then depleted from the bone marrow cells using MACS LS columns. The purified cells (2.5 × 10^6^) from *Foxp3*^*Cre*^ WT and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice were then mixed together with cells (2.5 × 10^6^) isolated from tibia and fibula from CD45.1 congenic mice at 1:1 ratio and transferred intravenously (i.v.) into lethally irradiated CD45.1 congenic mice. Reconstituted mice were then sacrificed for analysis 14–20 weeks after adoptive transfer of bone marrow cells.

### *Scurfy* CD4^+^ T cell adoptive transfer

*Scurfy* CD4^+^ T cells were isolated from spleen and peripheral lymph nodes from male *Scurfy* mice and purified using Dynabeads (Life Tech, purity > 98%). 5 × 10^5^ CD45.1^+^CD4^+^ *scurfy* T cells were injected into *Rag1*-deficient mice alone or mixed with 1 × 10^5^ Treg cells isolated from *Foxp3*^*Cre*^ WT or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice. Four to 5 weeks after adoptive transfer, the percentage of CD45.1^+^CD4^+^ cells and CD45.2^+^ CD4^+^Foxp3^+^ cells were analyzed by flow cytometry. Alternatively, we used bone marrow cells from scurfy mice, *Foxp3*^*Cre*^ WT or *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice for the adoptive transfer.

### *Tet2/3* DKO CD4^+^ T cell adoptive transfer

Total CD4^+^ T cells were isolated from spleen and peripheral lymph nodes from CD45.2^+^ *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ mice and double purified using Dynabeads (Life Tech, purity > 98.5%). 5 × 10^6^ CD4^+^ T cells were adoptively transferred into immunocompetent congenic mice and analyzed for 7–10 weeks after adoptive transfer. As a control, total CD4^+^ T cells isolated from CD45.2^+^ *Foxp3*^*Cre*^ WT mice were also transferred into immunocompetent congenic mice, which did not show any cell expansion.

### Bisulfite (BS) sequencing

DNA samples were treated with sodium bisulfite for 4 h (MethylCode Bisulfite Conversion Kit, MECOV50, Invitrogen). The PCR amplicons were generated using PyroMark PCR kit (Qiagen), and quantified using Quant-iT PicoGreen dsDNA reagent (Invitrogen). PCR amplicons were then used for library preparation using NEBNext DNA Library Modules for Illumina platform (NEB). The final libraries were quantified using KAPA library quantification kit for Illumina (KAPA Biosystems), and sequenced on Miseq (300 bp, paired end, Illumina). The data are based on thousands of sequence reads per amplicon. The bisulfite sequencing reads were mapped to mouse genome mm9 using the Bismark mapping tool. The mapping was done using the paired-end Bowtie2 backend with the following parameter values: -I 0 –X 600 –N 0. For each of the samples, the “bismark_methylation_extractor” script in the Bismark package was used to extract the numbers of times each cytosine within the amplicons was converted. These counts were used to calculate the proportions for each cytosine to be non-methylated (or formylmethylated/carboxylmethylated) or methylated (or hydroxymethylated).

### RNA-seq library preparation

Total RNA were isolated from CD4^+^YFP^+^ (Foxp3^+^) Treg cells and CD4^+^YFP^-^ (Foxp3^−^) T cells (from pooled spleen and pLNs in Fig. 4 or from mLNs in Supplementary Fig. 8) from *Foxp3*^*Cre*^ WT mice and *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ DKO mice (14-weeks-old) using RNeasy plus mini kit (Qiagen). RNA-sequencing libraries were prepared using Truseq stranded mRNA kit (Illumina) according to the manufacture’s protocol and sequenced at the La Jolla Institute sequencing core using Illumina HiSeq2500 single end 50 bp platform.

### RNA-seq and TCR-seq analysis

RNA-seq data were mapped against the UCSC mouse genome mm9 using TopHat2^54^ (v2.1.1) with the following parameters “-p 16 -N 2 --max-multihits 1 --read-gap-length 1 --transcriptome-index” and the *RefSeq* gene annotation was obtained from the UCSC genome Bioinformatics database. The number of reads mapping to each gene was counted using featureCounts^55^ (subread-1.4.3-p1) with the following parameters “-g gene_name –s 2”. Differentially expressed genes (DEGs) between WT and Tet2/3 DKO cell types were determined using the Bioconductor package DESeq2^56^ with adjusted *P* value < 0.05 and a fold change threshold of > 1.5 or < 0.67. And genes with total counts < 1 in the sum of all conditions were removed from the analysis. Canonical pathway analysis was performed using Ingenuity Pathway Analysis software (license for La Jolla Institute).

TCR sequences were retrieved from RNA-Seq data sets, and the frequency of TCRβ chain clonotypes (CDR3 regions) was determined using MiXCR^57^ (mixcr-1.7–2.1) package for RNA-seq analysis with the default parameters “align –l TCR –s mmu –p rnaseq -OallowPartialAlignments = true”. Two rounds of contig assembly were performed by employing the “assemblePartial” function; extension of incomplete TCR CDR3s with uniquely determined V and J genes using germline sequences was done using the “extendAlignments” function; assembly and export of the clonotypes was performed using the “assemble” and the “exportClones” (--preset min -fraction -targets -vHits -dHits -jHits -vAlignments -dAlignments -jAlignments) functions, respectively.

### Quantitative real-time PCR

Total RNA was isolated using RNeasy plus mini kit (Qiagen); cDNA was synthesized using SuperScript III reverse transcriptase (Thermo Fisher). Quantitative real-time PCR was performed using FastStart Universal SYBR Green Master mix (Roche) on a StepOnePlus real-time PCR machine (Thermo Fisher). Gene expression was normalized to *Hprt*. Primers used to detect the expression levels of *Tet2*, *Tet3*, and *Foxp3* are as following:

*Tet2* forward primer: AACCTGGCTACTGTCATTGCTCCA

*Tet2* reverse primer: ATGTTCTGCTGGTCTCTGTGGGAA

*Tet3* forward primer: GTCTCCCCAGTCCTACCTCCG

*Tet3* reverse primer: GTCAGTGCCCCACGCTTCA

*Foxp3* forward primer: GGCCCTTCTCCAGGACAGA

*Foxp3* reverse primer: GCTGATCATGGCTGGGTTGT

*Hprt* forward primer: CTGGTGAAAAGGACCTCTCG

*Hprt* reverse primer: TGAAGTACTCATTATAGTCAAGGGCA

### Histology

Lungs, livers, and spleens were isolated from 12–14-week-old *Tet2/3*^*fl/fl*^*Foxp3*^*Cre*^ *DKO* mice and littermate controls. Samples were fixed using 10% formalin overnight, preserved in 70% ethanol and embedded in paraffin. The paraffin blocks were then cut and sections were stained with haematoxylin and eosin (H&E).

### Statistics

*P* values from unpaired two-tailed Student’s *t* test were used for all the statistical comparisons between different groups and data were displayed as mean ± s.d. (Prism). *P* values are denoted in corresponding figures as: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary information files or from the corresponding author upon reasonable request. RNA-seq data have been deposited in the Gene Expression Omnibus database under accession number GSE113694. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Loss of TET2 and TET3 in regulatory T cells unleashes effector function
**Source:** Nat Commun. 2019 May 1;10:2011. doi: 10.1038/s41467-019-09541-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Altered Treg signature genes in 14 week-old Tet2/3 DKO Tregs

File Name: Supplementary Data 2

Description: Differentially expressed genes involved in different pathways (pooled spleen and pLNs)

File Name: Supplementary Data 3

Description: Differentially expressed genes involved in different pathways (mLNs)

File Name: Supplementary Data 4

Description: CDR3 sequences for Treg cells and CD4+ T cells from periphery

File Name: Supplementary Data 5

Description: CDR3 sequences for Treg cells and CD4+ T cells from mLNs

How the deposited data were processed for this re-analysis (not part of the article)

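The re-analysis covers the RNA sequencing of 20 sorted samples: 8 from pooled spleen and peripheral lymph nodes (2 biological replicates each of WT and DKO Treg cells and of WT and DKO CD4+Foxp3- cells, the latter sorted as CD4+YFP- cells) and 12 from mesenteric lymph nodes (3 biological replicates of each of the same groups). All 8 and 12 columns were used, and 0 columns were left without a sample. Groups and replicate numbers were taken from the column names together with the sample descriptions. These names do not tell which DKO replicate from spleen and pLNs is the mouse that the paper marks with an asterisk, so replicates are named by number.

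The deposited counts are reads that the authors aligned to mm9 with TopHat2 v2.1.1, keeping at most 1 alignment per read, and counted on RefSeq genes with featureCounts (subread-1.4.3-p1, strand-specific); they are not normalized. The deposited TPM were calculated by the authors in a way that the paper does not state; each column has the same sum. Both files of each tissue list genes by symbol. The clone counts are the paper's own Supplementary Data 4 and 5, made by the authors with MiXCR from the same RNA sequencing. Of the 12 sheets of Supplementary Data 5, 10 were used. Coordinates come from NCBIM37, the assembly of mm9, with GENCODE M1, a gene annotation other than the RefSeq one that the authors counted on.

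Counts were normalized with the TMM method of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) and tested with edgeR's quasi-likelihood test, with the 4 groups of a tissue in one fit and no replicate block. Genes with at least 1 count in total were tested: 16357 in spleen and pLNs and 16784 in mLN. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. Genes whose DKO effect differs between the cell types were found by the interaction of genotype and cell type, at an adjusted p of at most 0.05. Levels are CPM after TMM normalization. The floor is 3 counts of a library's total, and a fold against a group at or under it is given as a lower bound. Principal components and distances used log2 CPM with a prior count of 2 and the 500 most variable genes. Correlations between replicates used log2(TPM + 1) of all genes of a table. The overlap of the tissues, irrespective of direction, was tested with a one-sided Fisher's exact test over the genes tested in both. Clonality is the unbiased Simpson index, compared by an exact permutation test, and shares of reads have 95% Wilson intervals (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15).

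Lists of genes were tested with limma's camera (inter-gene correlation 0.01) and checked with fry, each adjusted over the 27 lists of a comparison. For the alternatives, list tests used camera on signed z-scores of each gene's test. The lists are those the paper gives (the genes named in its results and discussion and the genes of Fig. 4c and 4e), genes of the proteins it measured by flow cytometry, S and G2/M genes shipped with a published tool, and lists written from general knowledge for Treg lineage, Tfh, Th17, Th1 and Th2 cells, for B cells, plasma cells, myeloid cells, neutrophils, stroma, endothelium, erythroid cells, NK cells and CD8 cells, and for sex. Genes named in the text are every gene that the paper's results or Fig. 4c and 4e name for RNA sequencing, genes of these lists and, for each comparison, the 3 genes that rose most and the 3 that fell most in Treg cells (2 and 2 in CD4+Foxp3- cells), among called genes with a mean of at least 10 CPM in the higher group and every DKO replicate on the same side of every WT replicate. Some of these genes and lists are not reported here. The main test, the lists, this rule and most alternatives were fixed before the data were examined.

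The depth ranged from 13525932 to 15253141 counted reads in spleen and pLNs and from 9998478 to 15449158 in mLN. The 10 genes with the most reads took between 5.80% and 11.0% of a library. Biological coefficients of variation were 21.6% and 17.7%. The workflow was tested on simulated data with the same designs, with 200 genes changed: in spleen and pLNs, 255 of 15813 genes were called, 93 of them unchanged, and in mLN 185 of 16377, 12 of them unchanged. Of genes changed 4-fold, 95% and 96% were called, and of genes changed 2-fold 67% and 77%. With a spread that follows the trend of dispersion with expression, 141 of 15789 genes were called in spleen and pLNs, 5 of them unchanged. In all these simulations a gene had the same spread in the 4 groups of a tissue.

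The alternatives tried were DESeq2's size factors in edgeR, DESeq2's Wald test (version 1.42.0) with the 4 groups or with the 2 groups compared, edgeR with the 2 groups compared, edgeR's filterByExpr, a replicate block, no fold change minimum, a correction for gene length by loess (span 0.5) with and without a replicate block, and leaving out each replicate in turn. For correlations they were a pseudocount of 0.1, genes with a mean of at least 1 TPM, Spearman's rho, log2(CPM + 1) and TPM without a log, for distances all genes, log2(TPM + 1) and a prior count of 0.5, and for clonality clones with their V and J genes, the share of the most frequent clone and the share of reads in clones with at least 2 reads. A correction for GC content, a robust prior in edgeR and a replicate block within genotype were added after the data were seen, the robust prior because of the false calls on simulated counts. Groups of 3 libraries were compared with other splits of the same libraries, with at most 100 splits drawn (seed 1). The deleted exons, flow cytometry, bisulfite sequencing and the pathway software of the paper were not analysed here.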

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

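The test for Treg cells among the sorted CD4+Foxp3- cells was chosen only after the result was seen. For all results below, the deposited counts carry no normalization by the authors, the totals of the groups differ little (median of 12462118 counted reads in WT and 11912952 in DKO CD4+Foxp3- cells from mLN), and the labels name no sequencing batch.

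DKO mice lack TET2 and TET3 in Treg cells, and the paper gives no count of changed genes for CD4+Foxp3- cells. In spleen and pLNs, 134 genes were called between DKO and WT CD4+Foxp3- cells, 126 up and 8 down, with 2102 at an unadjusted p under 0.05. The count was 363 with DESeq2 and 4 groups, 171 with DESeq2 and 2 groups, 19 with a robust prior in edgeR, and 1 with filterByExpr and 1 with edgeR on the 2 groups compared (1317 at an unadjusted p under 0.05). *Ntng1*, at least 87.6-fold higher than the limit in WT, was at 39.2 CPM in DKO replicate 1 and 1.85 CPM in replicate 2, and *Col5a3* was at least 55.0-fold higher. *Padi4* fell most by edgeR's test (log2 fold change -2.71, adjusted p = 0.0241, from 0.000216 to 0.574 over the alternatives). The count was 99 with the gene length correction and 130 with the GC content correction, so that neither trend accounts for it as a whole.

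In CD4+Foxp3- cells from mLN, 575 genes were called, 524 up and 51 down, with 3138 at an unadjusted p under 0.05. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and it was also the one split that gave any called gene. This is the smallest share that 3 against 3 libraries allow, so that the count alone cannot exclude a grouping by chance. With 1 library left out the count ranged from 57 (without WT replicate 2) to 1453 (without DKO replicate 1), and with edgeR on the 2 groups compared it was 2 (2340 at an unadjusted p under 0.05). It was 611 with the gene length correction and 592 with the GC content correction. *Leprel1* was at least 48.6-fold and *Ntng1* at least 44.4-fold higher in DKO, and *2210010C17Rik* (log2 fold change -2.05, adjusted p = 0.00253) and *Rell1* (-1.89, adjusted p = 0.0194) fell most by edgeR's test. Cells that had lost *Foxp3*, a reaction of other T cells to the inflammation in these mice and a different mix of T cells were not tested and stay open.

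The DKO effect differed between Treg and CD4+Foxp3- cells, by edgeR's interaction test, for 1 gene in spleen and pLNs and for 47 genes in mLN, with 905 and 1827 genes at an unadjusted p under 0.05. The gene in spleen and pLNs was *Il1rl1*, with a difference in log2 fold change of -4.59 (adjusted p = 0.000688, from 3.6e-20 to 0.422 over the alternatives), and it was lower in DKO Treg cells by -4.03. With a replicate block within genotype there was no such gene (0, with 874 at an unadjusted p under 0.05), and with DESeq2 there were 11. In mLN, the effect was higher in Treg cells for 20 genes and lower for 27, and 38 of the 47 were called in Treg cells, 5 in CD4+Foxp3- cells and 34 in Treg cells only. DESeq2 found 402 genes in all, with 47 of the 47 among them. The replicate block within genotype found 118, with 41 of the 47 among them, so the number of genes depended on the model. Differences in log2 fold change were -2.60 for *Nrp1* (adjusted p = 0.00588, at most 0.0117 over the alternatives), which fell in Treg cells and rose in CD4+Foxp3- cells, 4.04 for *H2-Aa* (adjusted p = 0.00735, at most 0.0167) and -2.71 for *Socs2* (adjusted p = 0.0349, at most 0.069). Over 100 drawn of the 200 possible splits of the 12 libraries, 7 gave as many genes, the real one included. The 11 other drawn splits with any gene, up to 2669 in 1 of them, all keep the 6 Treg libraries by genotype and mix the CD4+Foxp3- libraries alone. They keep the DKO effect in Treg cells and so make a difference between the cell types by design, and this count decides nothing about a grouping by chance. Among the 10 splits that keep the 2 libraries of a replicate number together, as of 1 mouse, the real one alone gave any gene, which is the smallest share that 3 against 3 allow. With 1 library left out, between 9 genes (without WT Treg replicate 2) and 462 genes (without DKO CD4+Foxp3- replicate 2) were found.

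Treg lineage genes were higher in DKO CD4+Foxp3- cells from mLN, with a median log2 fold change of 0.665 over 15 of 16 genes (0.69 with genes at the floor at their bound), 12 up and 3 down, 6 called up, and an adjusted p of 0.000675 by camera and 0.0148 by fry. The called genes were *Ctla4* (1.89), *Tnfrsf4* (1.99), *Itgb8* (2.14), *Capg* (0.96), *Ikzf2* (0.93) and *Nrp1* (0.92). If Treg cells among the sorted CD4+Foxp3- cells were the cause, *Ctla4* would need a share of 22.4% of DKO Treg cells, *Tnfrsf4* 22.5% and *Nrp1* 27.5%, and *Foxp3*, at 305 CPM in DKO Treg cells, would rise with them. *Foxp3* was at 1.45 CPM in WT and 1.43 CPM in DKO CD4+Foxp3- cells, and *Lrrc32* at 0.0841 and 0.141 CPM, which argues against cells that still express *Foxp3* as the cause. In DKO replicates 1 to 3, *Foxp3* was at 2.75, 0.211 and 1.33 CPM. Activated T cells also express several of these genes, and cells that lost *Foxp3* would keep others; neither was tested, and these may be told apart only by other data.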

How the results depend on the processing

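Unless a sentence says otherwise, the cause of a change was not tested. The correction for GC content, the robust prior in edgeR, the replicate block within genotype and leaving out a clone under a second sample name were chosen after seeing the data. A replicate block, a paired analysis by replicate number, left all 20 results compared on the same side of the threshold or within 1.5 times of their count. With DESeq2's size factors in edgeR 19 of 20 held, with the gene length correction 18, with the gene length correction and a replicate block 19, with the GC content correction 19, and with no fold change minimum 10 of 13. Fewer held with filterByExpr (12 of 20), DESeq2 on 2 groups (8 of 13), edgeR on 2 groups (8 of 18), the robust prior (5 of 15) and DESeq2 with 4 groups (3 of 15), and of the 2 results with a replicate block within genotype neither held.

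With only the 2 groups compared in edgeR's fit, the calls in spleen and pLN Treg cells rose from 285 to 1256 (864 up, 392 down) and the overlap of the tissues from 192 to 844, while the calls in CD4+Foxp3- cells fell to 1 in spleen and pLNs (1 up, 0 down) and to 2 in mLN (1 up, 1 down). The fit then estimates the spread from fewer libraries, and from 1 cell type alone. Relative to the WT pair, the distance between the DKO replicates of spleen and pLNs was 1.86 in Treg and 3.16 in CD4+Foxp3- cells. A fit of 4 groups shares the spread of a gene between the cell types, so its counts, the 285 included, rest on this sharing. How much of the change in the counts it accounts for was not tested. With DESeq2's Wald test on 2 groups, there were 987 calls in spleen and pLN Treg cells (668 up, 319 down), 5 down in CD4+Foxp3- cells of that tissue and an overlap of 637. With DESeq2 and 4 groups, there were 663 calls in spleen and pLN Treg cells (447 up, 216 down) and 363 in CD4+Foxp3- cells (338 up, 25 down), 924 in mLN CD4+Foxp3- cells (835 up, 89 down), an overlap of 358, and 11 and 402 genes whose DKO effect differed between the cell types in spleen and pLNs and in mLN.

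With filterByExpr, the calls fell to 24 in spleen and pLN Treg cells (13 up, 11 down) and to 1 in CD4+Foxp3- cells of that tissue (1 up, 0 down), the overlap to 22, and the genes whose DKO effect differed between the cell types in spleen and pLNs to 0 (577 at an unadjusted p under 0.05). With a robust prior in edgeR, they were 114 (64 up, 50 down) in spleen and pLN Treg cells, 19 (18 up, 1 down) in CD4+Foxp3- cells of that tissue, 323 (289 up) in mLN CD4+Foxp3- cells, 83 in the overlap and 3 for the effect that differed between the cell types in spleen and pLNs. With no fold change minimum, mLN Treg cells had 3249 calls (1392 down) and mLN CD4+Foxp3- cells 91 down.

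The 1 gene whose DKO effect differed between the cell types in spleen and pLNs became 2 with DESeq2's size factors, 2 with the GC content correction, 3 with the gene length correction, 3 with the gene length correction and a replicate block, and 0 with a replicate block within genotype (874 at an unadjusted p under 0.05). In mLN, the replicate block within genotype gave 118 genes in place of 47. With the gene length correction, CD4+Foxp3- cells of spleen and pLNs had 5 genes down in place of 8.

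Correlations between replicates changed with the setting as follows. Spearman's rho was 0.984, 0.979, 0.983 and 0.968 for WT Treg, DKO Treg, WT CD4+Foxp3- and DKO CD4+Foxp3- cells of spleen and pLNs, and 0.984, 0.977, 0.983 and 0.969 for the same groups of mLN. With genes at a mean of at least 1 TPM, r was 0.977 for DKO Treg and 0.955 for DKO CD4+Foxp3- cells in spleen and pLNs, and 0.993, 0.978, 0.994 and 0.964 for WT Treg, DKO Treg, WT CD4+Foxp3- and DKO CD4+Foxp3- cells in mLN. With a pseudocount of 0.1, r in mLN was 0.988 for WT Treg, 0.979 for DKO Treg and 0.990 for WT CD4+Foxp3- cells. With log2(CPM + 1) it was 0.998 for WT Treg and WT CD4+Foxp3- cells and 0.990 for DKO Treg cells of mLN. Without a log, r of TPM was 0.984 for DKO CD4+Foxp3- cells of spleen and pLNs, and 0.998, 0.996, 0.997 and 0.994 for the 4 groups of mLN in the order above. In both cell types, the WT pair of spleen and pLNs and the mean of the WT pairs of mLN stayed above the DKO value under each of these settings. Single pairs of mLN CD4+Foxp3- cells overlapped without a log, with 0.997 for DKO replicates 1 and 3 and 0.996 for WT replicates 2 and 3.

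The distances of the DKO replicates of spleen and pLNs, relative to the WT pair, moved when all genes were used: to 2.46 and 1.74 for DKO Treg replicates 1 and 2, to 2.53 and 1.37 for DKO CD4+Foxp3- replicates 1 and 2, and to 2.05 between the 2 DKO CD4+Foxp3- replicates. With log2(TPM + 1) and with a prior count of 0.5, the 6 ratios moved by less than 1.5 times.

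With 1 library left out in turn, the calls ranged from 57 to 1453 in mLN CD4+Foxp3- cells (53 to 1201 up, 4 to 252 down), with the lowest count without WT replicate 2 and the highest without DKO replicate 1. They ranged from 1325 to 1946 in mLN Treg cells (934 to 1348 up), and from 9 to 462 for genes whose DKO effect differed between the cell types in mLN. The overlap stayed between 165 and 187. The median of the S and G2/M genes in CD4+Foxp3- cells of spleen and pLNs ranged from 0.205 (without DKO replicate 1) to 1.02. The difference in clonality of CD4+Foxp3- cells of spleen and pLNs ranged from 0.00464 (without DKO*) to 0.697 (without DKO), and it was 0.353 without the clone of the DKO* sheet that carries a second sample name. In spleen and pLNs, leaving out a library leaves 1 in a group, so no calls were counted there.

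Among named genes, 2596 values under alternatives were compared for 173 results: 2274 held, 180 no longer passed the threshold, 53 passed it newly, 67 without a test moved by more than the spread of replicates and 22 changed direction. With a replicate block, *Tet2* in mLN Treg cells went to -0.015 and *Il21* in spleen and pLN Treg cells to -0.20, and *Il21* was at -0.20 also with the gene length correction and a replicate block. Leave-one-out ranges of log2 fold changes that crossed 0 in mLN Treg cells were -0.029 to 0.16 for *Atm*, -0.37 to 0.29 for *Il7r*, -0.32 to 0.029 for *Cd69*, -0.24 to 1.58 for *Cd79a*, -3.24 to 0.63 for *Csf1r*, -0.093 to 0.029 for *Foxp3*, -0.062 to 0.17 for *Ikzf2*, -0.12 to 0.38 for *Maf*, -0.14 to 0.20 for *Tet2*, -0.074 to 0.35 for *Tnfrsf18* and -0.073 to 0.16 for *Xist*. In mLN CD4+Foxp3- cells they were -1.01 to 0.50 for *Foxp3*, -0.064 to 0.57 for *H2-Aa*, -0.056 to 1.03 for *Lrrc32* and -0.40 to 0.065 for *Tet3*. In the main test none of these genes was called.

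For lists, 376 values were compared for 32 results: 326 held, 3 no longer passed, 11 passed newly, 28 moved and 8 changed direction. The median log2 fold change of Th2 genes in spleen and pLN Treg cells was 0.0381 with the GC content correction, 0.109 with the gene length correction and 0.000903 with the gene length correction and a replicate block, against -0.029 in the main test. Leave-one-out ranges that crossed 0 were -0.161 to 0.460 for Th1 genes and -0.640 to 0.285 for neutrophil genes in mLN Treg cells and -0.130 to 0.102 for Th2 genes in mLN CD4+Foxp3- cells.

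Depth limits genes near the floor of 0.172 to 0.299 CPM, such as *Il17a* and *Il17f*, whose folds are given as bounds. List medians under DESeq2 and the robust prior, and interactions with 2 groups, give no value. With 2 replicates per group, simulated counts gave 93 unchanged genes among 255 calls, or 5 among 141 with a spread that follows the trend of dispersion with expression, and the calls in spleen and pLNs depended on the model.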

Differences from the paper's values

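The paper states 1565 differentially expressed genes between DKO and WT Treg cells of spleen and pLNs, 1156 up and 409 down, against 285, 186 and 99 here. Of the alternatives set before the data were examined, edgeR with the 2 groups compared gave 1256 genes (864 up, 392 down), within 1.5 times of the paper's 3 values. On simulated counts with the dispersion of each gene, this setting also gave more calls of unchanged genes, 130 of 295. The test used here gave 93 of 255 and DESeq2 with 4 groups 49 of 204. All groups had the same spread in this simulation, unlike the real libraries, so it does not rank the settings for these data. DESeq2's Wald test on 2 groups gave 319 down, within that range of the paper's 409, but 987 in all and 668 up, which are not. The others did not come within that range. Among them, DESeq2 with 4 groups gave 663 genes (447 up, 216 down) and filterByExpr 24 (13 up, 11 down).

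For the replicates of spleen and pLNs, the paper's correlation is 0.94 for WT Treg cells against 0.998 here, 0.93 for WT CD4+Foxp3- cells against 0.997 and 0.90 for DKO CD4+Foxp3- cells against 0.977. No alternative set before the data were examined brought r or rho within the rounding of the paper's values. The lowest values were 0.984, 0.983 and 0.955. The paper's value for DKO Treg cells is also below the 0.988 found here and was not entered in the comparison, because its digits are broken by a space in the text.

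In the paper, the 76 Treg signature genes of Supplementary Data 1 are differentially expressed in spleen and pLNs, of which 26 were called here. DESeq2's Wald test on 2 groups (57) and edgeR on 2 groups (64) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not (41 with DESeq2 and 4 groups). The log2 fold changes of the 76 genes differ from the paper's by a median of 0.0221.

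The paper names *Foxp3*, *Brca1*, *Cdkn2a*, *Atm* and *Rad50* among genes changed in Treg cells of spleen and pLNs, and shows *Ccnd1*, *Plk1*, *Aurkb*, *Cdkn1b* and *Ppm1l* among changed cell cycle genes. None of these was called here by edgeR's test, with adjusted p values of 0.0607, 0.0816, 0.0585, 0.102, 0.116, 0.0834, 0.0763, 0.0866, 0.0702 and 0.107. *Foxp3* and *Cdkn1b* were called by DESeq2 in both models and by edgeR on 2 groups, and *Cdkn2a* by these and with the gene length correction. *Brca1* was called with a replicate block, with the gene length correction and a replicate block, by DESeq2 on 2 groups and by edgeR on 2 groups, and *Plk1*, *Aurkb* and *Ppm1l* by the last 2 of these. No alternative called *Atm*, *Rad50* or *Ccnd1*.

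For the overlap of the tissues, the paper speaks of few shared genes, whereas 192 genes were called in both with the same direction here. The paper describes a skewing to Tfh and/or Th17 lineages in mLN DKO cells. In mLN CD4+Foxp3- cells, *Il17a* had a log2 fold change of -1.64 (adjusted p = 0.221 by edgeR), and in mLN Treg cells *Maf* (0.16) and *Gzmb* (0.41) were not called. The 9 Tfh-related genes of Fig. 4e were all higher in both cell types of mLN. As a set they passed camera and fry in Treg cells (4.32e-05 and 0.00954) and in CD4+Foxp3- cells (8.57e-09 and 0.0253). Of the 3 Th17 genes of Fig. 4e, 2 were higher and 1 lower in CD4+Foxp3- cells. In Treg cells 3 were higher, and this set passed neither test in either cell type. For the deleted genes, the paper reports a loss of reads on the deleted exons, which was not analysed here, and counts over whole genes showed no decrease past the threshold in DKO cells: log2 fold changes of *Tet2* and *Tet3* were 1.66 and 0.69 in Treg cells of spleen and pLNs, and 0.0083 and -0.30 in those of mLN.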

Other observations

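The tests for other cell types and for CDR3 sharing were chosen only after the result was seen, and the rule by which the first was judged was set after its values were seen.

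Of the 6 mLN Treg libraries, 1 of the 10 splits, the real one, gave as many as 2001 genes, the smallest share that 3 against 3 libraries allow, so that this count alone cannot exclude a grouping by chance. The real split was also the one split of the 10 that gave any called gene. Of the 1959 genes that were called in mLN and tested in the separate libraries of spleen and pLNs, 94.6% kept their direction there, against 68.9% of all genes, which argues against a grouping by chance.

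More genes rose than fell in DKO Treg cells of spleen and pLNs (186 against 99). A gene length bias between the libraries was tested with the gene length correction, after which 169 genes were up and 114 down, so that a trend with gene length does not account for the excess as a whole. With the GC content correction, 158 were up and 79 down.

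MHC class II genes rose in DKO Treg cells of both tissues, and other cell types in the sorted cells are a candidate explanation. The median log2 fold change of B-cell genes other than *Cd74* was 1.12 in mLN and 0.544 in spleen and pLNs, and that of myeloid genes 0.312 and 1.38, over 11, 11, 19 and 18 genes. Against this, *H2-Aa* rose by 4.23 and 2.88. Of these genes, 4, 1, 4 and 2 were called up. Most of them lie near the floor, and genes that T cells express too move the other way: *Cd79b* fell from 27.5 to 6.46 CPM in spleen and pLNs and from 30.2 to 9.62 CPM in mLN, and the log2 fold change of *Ctss* was -0.74 (not called) and -0.85 (called). *Cd79a* was at 0.892 and 1.06 CPM in WT and DKO Treg cells of spleen and pLNs and at 0.709 and 1.56 CPM in mLN. In spleen and pLN Treg cells, *Tyrobp*, *Lyz2* and *Csf1r* went from 0.178, 0.390 and 0.0732 CPM to 0.914, 1.85 and 1.93 CPM. In mLN Treg cells they went from 0.0550, 1.31 and 0.0876 CPM to 0.149, 0.549 and 0.0719 CPM. In mLN, *Blk* was at 26.6, 7.04 and 64.7 CPM in the DKO replicates. *H2-Aa* also rose in CD4+Foxp3- cells of spleen and pLNs (14.2 to 36.7 CPM), but hardly in those of mLN (6.92 to 7.82 CPM). *Cd79a* went from 0.943 to 1.49 CPM in the former and from 0.561 to 1.83 CPM in the latter. Expression of MHC class II by the Treg cells and a small share of other cells cannot be told apart, since the level of *H2-Aa* stays low and the genes that would decide are near the floor.

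Mixed sex of the mice was tested as a source of differences between replicates. The highest level of a Y-linked gene in any library was 0.270 CPM and the lowest of *Xist* 28.9 CPM, so that libraries of both sexes are excluded, as far as the 1 and 3 Y-linked genes of the 2 tables tell. *Xist* was at 41.3 and 31.0 CPM in WT and 126 and 57.6 CPM in DKO Treg cells of spleen and pLNs (log2 fold change 1.34, adjusted p = 0.0448 by edgeR, from 0.00304 to 0.169 over the alternatives, and 0.67 without DKO replicate 1), and did not differ in mLN (0.073, adjusted p = 0.779).

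The hypothesis that Treg and CD4+Foxp3- cells of one sheet name come from the same mouse was tested on the paper's CDR3 sequences of spleen and pLNs. Sheets of the same name shared 10 CDR3 sequences and the other 12 pairs of sheets 1. Of the 24 pairings of the sheets, this one gave the most (one-sided exact p = 0.0417, the smallest possible), and the next best gave 7. The most frequent clone of DKO* CD4+Foxp3- cells ranked 15 in DKO* Treg cells, with 2 of 341 reads. Without it, the index of the DKO* CD4+Foxp3- sample was 0.00131 over 124 reads. Shared sequences are consistent with cells of one origin in each mouse, and carry-over between the sorted samples was not tested.

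In mLN, deviations of libraries from their group's mean correlated between Treg and CD4+Foxp3- cells of the same replicate number with r of 0.363, 0.386 and 0.402 in WT and 0.111, 0.423 and 0.535 in DKO (8648 genes).

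Among the mRNAs of proteins that the paper measured by flow cytometry, log2 fold changes in DKO Treg cells of spleen and pLNs were -0.27 for *Il2ra*, 0.52 for *Icos*, -0.27 for *Ikzf2*, -0.19 for *Ctla4*, 0.088 for *Tnfrsf18*, -0.38 for *Cd44*, 0.39 for *Itgae*, 0.26 for *Pdcd1*, -0.78 for *Il7r*, -0.57 for *Ccr7*, -0.26 for *Cd69* and -1.24 for *Nrp1*, of which *Nrp1* was called (adjusted p = 0.0424 by edgeR, up to 0.134 over the alternatives). With only these 2 groups in the fit, *Il7r* was called by DESeq2 and by edgeR (0.000834 and 0.00981). Without DKO replicate 1, *Pdcd1* was at -0.050. In mLN they were -1.12 for *Il2ra* (adjusted p = 0.00516 by edgeR), 1.21 for *Icos* (adjusted p = 0.0409, 0.106 with a robust prior and 0.0605 to 0.115 with any 1 library left out), -1.68 for *Nrp1* (0.000166), 1.63 for *Pdcd1* (0.00188), -1.59 for *Itgae* (0.0177, 0.0607 with a robust prior, 0.104 with DESeq2 and 4 groups, and 0.0515 to 0.0661 without WT replicate 1 or 2 or DKO replicate 1 or 2), -0.94 for *Ccr7* (0.0171, 0.0514 to 0.0669 without WT replicate 1 or 3 or DKO replicate 2), 0.052 for *Ikzf2*, -0.16 for *Ctla4*, 0.20 for *Tnfrsf18*, -0.44 for *Cd44*, 0.093 for *Il7r* and -0.12 for *Cd69*, of which the first 6 were called. Without DKO replicate 2, *Il7r* turned to -0.37 and *Cd69* to 0.029.

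Median log2 fold changes of the other lists follow in the order Treg cells of spleen and pLNs, CD4+Foxp3- cells of spleen and pLNs, Treg cells of mLN and CD4+Foxp3- cells of mLN, with genes at the floor at their bound. They were 0.44, 0.56, 0.78 and 0.28 for S genes and 0.87, 0.84, 1.33 and 0.67 for G2/M genes, and both lists together had 0.70 in CD4+Foxp3- cells of spleen and pLNs and 0.40 in those of mLN. Treg lineage genes had -0.27, 0.51, -0.18 and 0.69, Th1 genes 0.42, -0.53, -0.053 and 0.17, and Th2 genes -0.059, 0.28, -0.44 and 0.091. B-cell genes had 1.07, 1.41, 1.36 and 1.36, plasma cell genes 0.27, 1.66, 1.67 and 1.90, myeloid genes 1.64, 1.35, 0.30 and 0.34, neutrophil genes 1.21, 0.45, 0.54 and 0.087 (3 of 12 genes tested in mLN), stromal genes 0.91, 2.56, 3.13 and 0.90, endothelial genes 0.24, 1.14, -0.15 and -0.61, NK-cell genes 2.46, 0.93, 0.58 and 0.50, CD8 genes -0.83, -0.34, -1.57 and -1.21, and the female genes 1.34, 0.46, 0.073 and 0.049. Erythroid genes had 0.84 and 0.69 in spleen and pLNs. By both camera and fry at an adjusted p of at most 0.05, the NK-cell genes were higher in Treg cells of spleen and pLNs, where 2 of 6 genes were called; this list holds *Klrb1c*, which the paper shows in Fig. 4e. In mLN Treg cells the same held for S genes, G2/M genes, these together and B-cell genes (higher) and for Treg lineage and CD8 genes (lower). In mLN CD4+Foxp3- cells it held for S genes, G2/M genes, these together, Treg lineage, B-cell and myeloid genes (higher) and CD8 genes (lower). In CD4+Foxp3- cells of spleen and pLNs it held for no list.

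Of the paper's own lists, the 6 signature genes had medians of -2.32, -0.37, -2.76 and -0.098 in that order (5 of 6 genes tested in mLN), the 6 genes of DNA damage and cell cycle named in its text 1.71, 0.28, 1.15 and 0.42, the 3 MHC class II genes 2.76, 1.66, 4.23 and 0.18, the 30 genes of Fig. 4c 0.95 and 0.48 in CD4+Foxp3- cells, the 2 deleted genes 1.18, -0.065, -0.14 and -0.15, and the 3 genes of its discussion -1.24, 0.55, -1.68 and 0.29. The study chose its signature, DNA damage, cell cycle, MHC class II and Tfh genes while it analysed these libraries.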
